# Chromogranin A deficiency attenuates tauopathy by altering epinephrine–alpha-adrenergic receptor signaling in PS19 mice

**DOI:** 10.1038/s41467-025-59682-6

**Published:** 2025-05-20

**Authors:** Suborno Jati, Daniel Munoz-Mayorga, Shandy Shahabi, Kechun Tang, Yuren Tao, Dennis W. Dickson, Irene Litvan, Gourisankar Ghosh, Sushil K. Mahata, Xu Chen

**Keywords:** Cognitive neuroscience, Dementia, Alzheimer's disease

## Abstract

Metabolic disorders such as insulin resistance and hypertension are potential risk factors for aging and neurodegenerative diseases. These conditions are reversed in Chromogranin A (CgA) knockout (CgA-KO) mice. CgA is known to be associated with protein aggregates in the brains of neurodegenerative diseases including Alzheimer’s disease (AD). Here, we investigated the role of CgA in Tau pathogenesis in AD and corticobasal degeneration (CBD). CgA ablation in Tauopathy mice (PS19) (CgA-KO/PS19) reduced pathological Tau aggregation and spreading, extended lifespan, and improved cognitive function. Transcriptomic and metabolite analysis of mouse cortices revealed elevated alpha-1-adrenergic receptors (Adra1) expression and high Epinephrine (EPI) levels in PS19 mice compared to WT mice, mirroring observations in AD and CBD patients. CgA depletion in PS19 mice lowered cortical EPI levels and the expression of *Adra1* back to normal. Treatment of WT hippocampal organotypic slice cultures with EPI or *Adra1* agonist promoted, while an *Adra1* antagonist inhibited Tau hyperphosphorylation and formation of neurofibrillary tangles, which is unaltered upon CgA depletion. These findings demonstrate the involvement of CgA in Tau pathogenesis and highlight the interplay between the EPI-Adra1 signaling pathway and CgA in Tauopathy.

## Abstract (web summary)

Chromogranin A (CgA) ablation in Tauopathy mice reduces toxic Tau buildup, reverses cognitive decline and improves lifespan. Mechanistically, the deletion of CgA normalizes the adrenergic signaling axis in the brain.

## Introduction

Chromogranin A (CgA), a ~ 49 kDa acidic and secretory proprotein, was discovered in bovine chromaffin granules^1^. CgA is co-stored and co-released with catecholamines from their large dense core vesicles (LDCVs) in adrenal medulla and postganglionic sympathetic axons^2^. While CgA was first detected in chromaffin granules, subsequent studies revealed its ubiquitous presence in LDCVs of endocrine, neuroendocrine and neuronal cells^3,4^. CgA expression is elevated in rodent models of hypertension, both genetic (spontaneously hypertensive rat)^5,6^ and acquired (renovascular) hypertension^7^. CgA exerts both extracellular and intracellular functions. While the extracellular functions of CgA include generation of bioactive peptides such as Catestatin (CST: hCgA_352-372_) and pancreastatin (PST: hCgA_250-301_), the intracellular function of CgA includes the initiation and regulation of LDCV biogenesis and sequestration of hormones in neuroendocrine cells^8,9^. *CHGA* gene encodes a unique pro-protein harboring counter-regulatory motif. PST is associated with pro-diabetic^10–13^, pro-inflammatory^13,14^, and obesogenic^13,14^ effects, whereas CST^15^ exerts anti-diabetic^16,17^, anti-inflammatory^16,18^, and antiobesogenic^16,19^ effects. Additionally, CST exerts anti-adrenergic^15,20,21^ and anti-hypertensive^18,22–25^ effects. Given the importance of CgA in inflammation, insulin sensitivity and hypertension – and the strong correlation of these metabolic orders with neurodegeneration – we hypothesize that CgA may play a significant role in neurodegeneration.

Several studies have highlighted the spatial distribution of CgA mRNA^26^ and protein^27^ in hippocampus, particularly in the CA2 and CA3 pyramidal cells. However, the functional implications of this distribution remain unclear. CgA was found to colocalize with proteinopathic aggregates and dystrophic neurites in Alzheimer’s disease (AD) brains^28–30^. Notably, CgA is present approximately 30% of amyloid plaques, which are surrounded by activated microglia^31^. CgA has been shown to induce the release of Tumor Necrosis Factor alpha (TNFα) from cultured microglia/neurons, as well as neurotoxins from microglia^32^, suggesting its potential role in facilitating neuroinflammation and neurodegeneration. A recent study reported increased CgA in the cerebrospinal fluid (CSF) of AD patients, which correlated with phosphorylated Tau (p-Tau) and Tau levels, implicating a potential link between Tauopathy and CgA^33^.

Three main types of adrenergic receptors (ADRs) are expressed in the brain such as ADRA1, ADRA2 and ADRB, which play important roles in maintaining normal cognitive functions in humans and in animal models^34^. Animal models and human studies demonstrate that ADRs play a pivotal role in synaptic plasticity, memory and cognitive functions that have been associated with AD^35^. Recently, it has been shown that Adra1s exert short-term and long-term synaptic plasticity in different brain regions such as the hippocampus, neocortex and the prefrontal cortex, regions adversely affected in AD patients^36^. CgA has also been shown to exert its hypertensive^37^ and cardioprotective effects via ADRs^38^.

Tauopathies, including AD, corticobasal degeneration (CBD), and Pick’s disease (PiD), represent a broad class of neurodegenerative diseases characterized by the accumulation of hyperphosphorylated, misfolded Tau species in the brain^39–41^. Tauopathies are closely associated with metabolic dysfunctions, including insulin resistance, and hypertension^42,43^, as well as neuroinflammation^44^. Such metabolic dysfunctions are commonly observed in aged wild-type (WT) mice and are reversed in Chromogranin A knockout (CgA-KO) mice^45^. The effects of CgA on metabolism and aging, together with CgA’s association with the central nervous system (CNS) and AD prompted us to investigate the role of CgA in the pathophysiology of Tauopathy. We hypothesized that depleting CgA could enhance longevity and ameliorate Tauopathy.

In view of the above, we genetically depleted CgA in PS19 (PS19; human Tau isoform 1N4R with P301S mutation expressed under *Prnp* promoter in Chromosome 3) mice, a well-established model of Tauopathy^46^. Remarkably, these mice exhibited increased longevity, decreased neuropathology, and improved cognitive function. Transcriptomics analysis suggested that the α-adrenergic receptor (Adra) signaling pathway is involved in the role of CgA in PS19 mice. We further performed pharmacological studies with Adra1 agonist and antagonist to validate the involvement of the EPI-Adra1 pathway in an ex vivo model of Tauopathy. Our findings underscore the critical interplay between CgA and the EPI-Adra1 signaling axis in Tau pathogenesis, highlighting a new mechanistic connection between metabolic regulation and neurodegeneration.

## Results

### Elevated CgA levels are associated with Tau tangles in AD, CBD patients and PS19 mice

We measured CgA protein levels in the brain lysates of AD and CBD patients. Western blot (WB) analysis with primary antibody against CgA validated by both immunoblotting and immunohistochemistry (IHC) revealed a significant increase of CgA protein levels in Braak stage VI AD patient frontal cortex and hippocampal lysates compared to Braak stage 0-II (Patient Sample details mentioned in Supplementary Table 1), correlated with higher levels of pathogenic Tau phosphorylation (p-Tau, S202/T205) (Fig. 1A–D, S-Fig. 1A–C). CgA mRNA levels, on the other hand, remained unchanged across Braak stages (S-Fig. 1D). IHC analyses on the hippocampi of AD patients using a CgA-specific antibody showed increased CgA accumulation in Braak VI compared to Braak 0-II (Fig. 1E, F, S-Fig. 1E). Similarly, we found elevated CgA levels in the frontal cortices of CBD patients (Braak III) (Patient Sample details mentioned in Supplementary Table 2) compared to normal controls (Braak 0) (Fig. 1G, H), correlated with increased p-Tau (S202/205) levels (S-Fig. 1F). Consistent with human samples, WB from cortices and IHC from hippocampus showed higher CgA protein levels in the PS19 mice compared to WT littermates (Fig. 1I, J, S-Fig. 1G, H), without any significant difference in CgA mRNA levels (S-Fig. 1I). Co-staining with antibodies against CgA and misfolded Tau species (MC1, conformation specific antibody) in Braak VI hippocampus showed a remarkable colocalization of CgA and aggregated Tau tangles (S-Fig. 1J). As expected, lower CgA immunofluorescence was detected along with no MC1+ staining in Braak I or Braak 0 hippocampus (S-Fig. 1K, L). To directly test the effect of CgA on Tau pathology in neurons, we cultured primary neurons transduced with AAV2-MAPT (P301S) and treated with preformed synthetic Tau fibrils (K18/PL)^47,48^. Treatment with CgA (5 ng/ml) led to marked accumulation of misfolded Tau species detected by MC1 antibody, confirming CgA-mediated augmentation of Tauopathy (Fig. 1K, L). To determine how CgA depletion per se affects Tau phosphorylation and neurofibrillary tangle (NFT) formation, we generated hippocampal organotypic slice cultures (OTSC) from WT and CgA-KO pups (postnatal 7–8 days) followed by AAV-mediated transduction of TauP301S and seeding with synthetic Tau fibrils (K18/PL)^49^ (Fig. 1M). Compared to WT slices, we found significant reduction in p-Tau and  misfolded Tau species in CgA-KO slices (Fig. 1M, N, S-Fig. 1M–O). These observations indicate that CgA induces pathological Tau burden, whereas its depletion reduces Tau pathology.

**Fig. 1:**
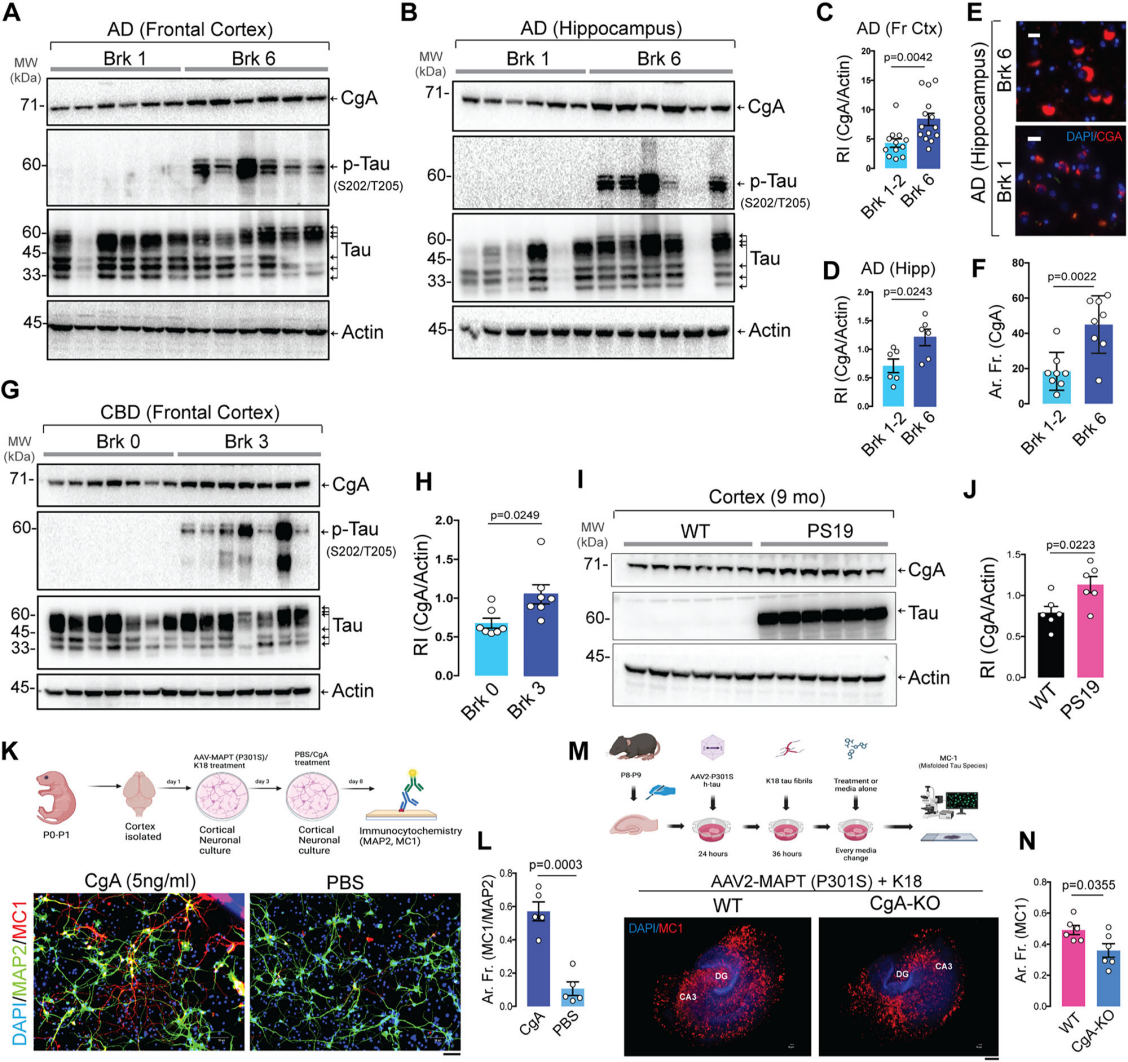
Augmented CgA protein levels in AD and CBD patient samples and PS19 transgenic mice. **A** Representative Western blot (WB) of postmortem frontal cortex extracts showing levels of CgA, p-Tau, total Tau and Actin in six Braak stage 6 (Brk 6) and Braak stage 0-2 (Brk 0-2) postmortem patient frontal cortex lysates. **B** Representative WB of hippocampus extracts showing levels of CgA, p-Tau, total Tau and Actin in Brk6 and Brk (0-1) hippocampus lysates. **C** Quantification of WB in (**A**) (Brk 0-2, *n* = 12; Brk6, *n* = 14) (t = 3.19, df = 22.32). **D** Quantification of WB in (**B**) (Brk 0-2, *n* = 6; Brk6, *n* = 6) (t = 2.665, df = 9.49). **E** Representative immunofluorescence (IF) images showing CgA signal in the hippocampus of Brk 6 and Brk 1-2 samples. Scale bar = 20 μm. **F** ImageJ quantification of the immunoreactive CgA in the hippocampus shown as area fraction (%) of total hippocampus (*n* = 8 per group) (t = 3.853, df = 12.15). **G** WB of frontal cortex lysates of CBD and normal control patients showing levels of CgA, pTau, Tau and actin. **H** Quantification of CgA levels in WB shown in (**G**), normalized to actin levels (*n* = 7 per group) (t = 2.687, df = 9.028). **I** WB of frontal cortex lysates of WT (*n* = 6) and PS19 (*n* = 6) mice for CgA, Tau and actin. **J** Quantification of WB shown in **I** for CgA levels, normalized to actin levels (*n* = 6 per group) (t = 2.728, df = 9.455). **K** Schematic (Created in BioRender^81^) showing the experimental plan of CgA treatment in neuron and representative image of MAP2 and MC1 staining after CgA treatment. Scale bar = 200 µm. **L** Quantification of MAP2 and MC1 staining after CgA treatment. (t = 6.623, df = 7.284). **M** Schematic of organotypic slice culture (OTSC) generation, treatment and imaging (Created in BioRender^82^). Representative IF images using MC1 antibody showing misfolded Tau species in organotypic hippocampal slices from WT (top) and CgA-KO (bottom) mice transduced with AAV tau P301S and treated with K18 fibrils. Scale bar = 200 μm. **N** ImageJ quantification of MC1 area fraction from images as represented in (**M**) (*n* = 6), t = 2.49, df = 8.635. P-values were calculated using unpaired two-tailed T-test with Welch’s correction. Data are presented as mean values +/− SEM. Source data are provided as a Source Data file.

### Genetic deletion of CgA reduces neurodegeneration in Tauopathy mice

To systematically elucidate the role of CgA in Tau-mediated neurodegeneration, we bred PS19 mice with CgA-KO^22^ mice to generate CgA-KO/PS19 mice. At nine months of age, Nissl staining revealed clear brain atrophy with reduced hippocampal volume in PS19 mice, consistent with the previous report^46^. In contrast, CgA-KO/PS19 mice exhibited minimal brain atrophy (Fig. 2A, B**)**. Representative hippocampal images for each genotype are provided in S-Fig. 2. Morphometric analysis on Nissl-stained brain slices revealed significantly decreased DG, CA1 and CA3 thickness **(**S-Fig. 3A–C**)** in PS19 mice compared to CgA-KO/PS19 and WT mice. WB in the cortex lysate validated the depletion of CgA in CgA-KO/PS19 mice (Fig. 2C), where drastically reduced p-Tau (S202/T205, AT8) and p-Tau (S396/S404, PHF1) was found compared to PS19 mice (Fig. 2C, S-Fig. 3D, E**)**. Again, CgA levels were increased in PS19 cortex compared to WT cortex (Fig. 2C). Meanwhile, the levels of postsynaptic density protein 95 (PSD95) were significantly reduced in PS19 cortex lysates compared to WT, consistent with synaptic loss in PS19 mice, which was rescued in CgA-KO/PS19 (Fig. 2C**;** S-Fig. 3F)^46^. WB also revealed decreased pTau in hippocampus of CgA-KO/PS19 mice (S-Fig. 3G–I). Like in cortex, WB in hippocampus also showed decreased PSD95 in PS19 mice, which was rescued in CgA-KO/PS19 mice (S-Fig. 3G, J). Again, IHC analysis of hippocampus revealed decreased p-Tau in CgA-KO/PS19 compared of PS19 (S-Fig. 3K, L) mice. Furthermore, IHC with the MC1 antibody revealed significantly more misfolded Tau species in the hippocampus (DG and CA3 regions) of nine-month-old PS19 mice compared to CgA-KO/PS19 mice (Fig. 2D–F). These results suggest that CgA promotes Tau phosphorylation and NFT formation.

**Fig. 2:**
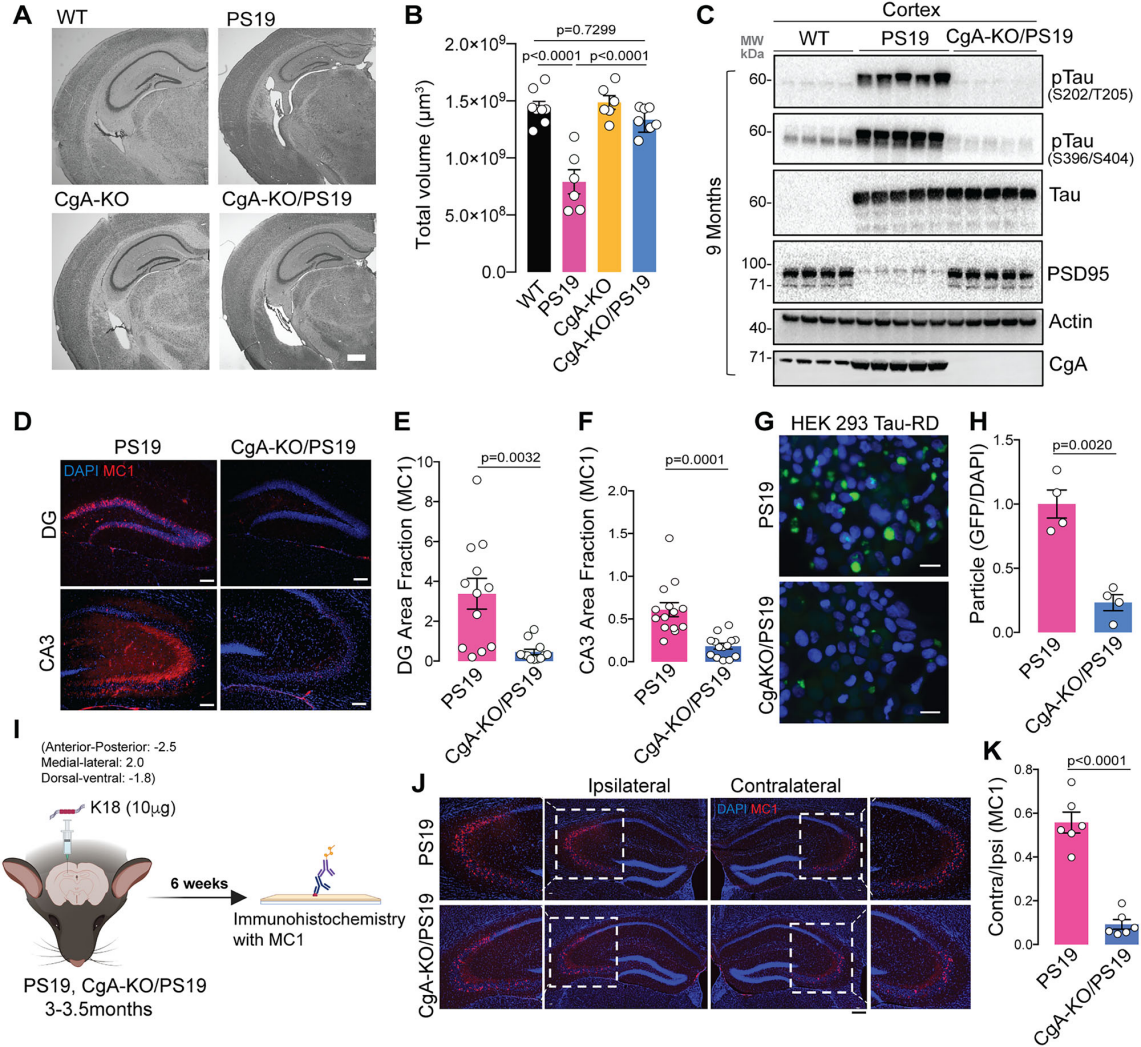
CgA deficiency reduces tauopathy. **A** Representative Nissl staining of mouse brain section of WT, PS19, CgA-KO and CgA-KO/PS19 littermate mice of 9-10 months of age. Scale bar = 200 μm. **B** Estimated volume of the hippocampus of 9-10-months-old WT (*n* = 8), PS19 (*n* = 6), CgA-KO (*n* = 6) and CgA-KO/PS19 mice (*n* = 7). (One-way Anova, Sidak’s Multiple comparison test, F_3, 23_ = 1.969, P < 0.0001). **C** WB of cortex RIPA lysates of WT (*n* = 4), PS19 (*n* = 5) and CgA-KO/PS19 (*n* = 5) mice showing levels of pathogenic phosphorylated Tau (pTau), total Tau, PSD95, actin and CgA. **D** Representative IF images showing the levels of MC1 labeled misfolded Tau species in the Dentate Gyrate (DG) and CA3 region of hippocampus. Scale bar = 100 μm. **E** ImageJ quantification of MC1+ misfolded Tau species revealed by IF in DG (*n* = 12) (Unpaired two-tailed t-test with Welch’s correction, t = 3.696, df = 11.71). **F** ImageJ quantification of MC1+ misfolded Tau species revealed by IF in CA3 (*n* = 14) (Unpaired two-tailed T-test with Welch’s correction, t = 4.836, df = 17.31). **G** Fluorescence images of HEK293 cells expressing TauRD-GFP transfected with the brain extracts of PS19 (top) or CgA-KO/PS19 mice. Scale bar = 50 μm. **H** ImageJ quantification of Misfolded Tau species (FRET+) as shown in **G**, normalized to DAPI counts (*n* = 4 per group) (Unpaired two-tailed T-test with Welch’s correction, t = 6.112, df = 4.753). **I** Schematics describing the Tau fibrils (K18/PL)-induced spreading assay (Created in BioRender^83^). **J** Representative IF images using MC1 antibody showing spreading of misfolded Tau species from the site of injection (ipsilateral) to the opposite site (contralateral) of the hippocampus. A zoomed-in view of the aggregate-rich region is shown in each case. Scale bar = 200 μm. **K** ImageJ quantification of misfolded Tau species as a ratio of MC1+ area in ipsilateral hippocampus relative to the contralateral hippocampus as in (**J**) (*n* = 6 mice per group) (Unpaired two-tailed T-test with Welch’s correction, t = 8.814, df = 7.042). Data are presented as mean values +/− SEM. Source data are provided as a Source Data file.

To quantify the difference in the level of seeding-competent Tau seeds between PS19 and CgA-KO/PS19 cortex, we employed the well-established Förster resonance energy transfer (FRET) assay in HEK 293 T cells expressing Tau-RD fused to CFP/YFP^50^. Lower FRET signal was found in crude brain lysates of CgA-KO/PS19 mice compared to PS19 mice, indicating lower Tau seeding capacity (Fig. 2G, H). We further investigated CgA’s impact on Tau seeding and spreading by stereotaxically injecting synthetic K18 Tau fibrils into the dentate gyrus (DG) of three-month-old PS19 and CgA-KO/PS19 mice^47^ (Fig. 2I). Fibril-induced Tau pathology spread to the CA3 region of the contralateral hippocampus was evident in PS19 mice 6 weeks post-injection, but minimal in CgA-KO/PS19 mice, suggesting that CgA promotes Tau spread (Fig. 2J, K, S-Fig. 3M, N). Our control experiment with PBS injection showed no MC1+ aggregates at this age (S-Fig. 3O–P). Furthermore, IHC staining with Myc and MC1 showed that K18 fibril induced Tau spreading pathology is from endogenous Tau aggregation rather than the injected K18 fibrils themselves (S-Fig. 3Q–R).

We performed ultrastructural analysis via transmission electron microscopy (TEM) and found amplified synapse numbers (marked by arrows) in the hippocampus of CgA-KO/PS19 mice compared to PS19 mice (S-Fig. 4A, B), consistent with increased PSD95 levels in the cortical and hippocampal lysates (Fig. 2C; S-Fig. 3F, G, J). Notably, PS19 mice had fewer synaptic vesicles (SVs) in their presynaptic neurons compared to WT and CgA-KO/PS19 mice (S-Fig. 4C, D). Collectively, these findings suggest that CgA promotes neurodegeneration in Tau-induced pathogenesis.

### CgA depletion improves cognitive function and longevity of PS19 mice

We conducted behavioral assessments on four genotypes of mouse littermates (WT, CgA-KO, PS19, and CgA-KO/PS19). In the Morris water maze (MWM) test, during the training phase, PS19 mice traveled prolonged distances and durations before reaching the platform and exhibited lack of improvement over the seven-day training period, compared to WT and CgA-KO mice (Fig. 3A–C, S-Fig. 3A), indicating impaired spatial learning in PS19 mice. In contrast, CgA-KO/PS19 mice exhibited a complete rescue of the learning deficit (Fig. 3A–C; S-Fig. 5A). In the probe trial, PS19 mice took longer time and fewer entries to enter the target quadrant than WT mice, indicative of memory impairment, whereas CgA-KO/PS19 mice performed indistinguishably from the WT (Fig. 3D, E). Notably, both body weight and swimming speed remained comparable between PS19 and CgA-KO/PS19 mice (Fig. 3F**;** S-Fig. 5B), indicating that the reduced latency in CgA-KO/PS19 mice was not due to increased speed. In the novel object recognition (NOR) test, CgA-KO/PS19 mice showed increased preference towards the new object compared to PS19 mice, indicative of improved short-term memory (Fig. 3G). Additionally, the rotarod test revealed significantly improved motor function in CgA-KO/PS19 mice across multiple trials (Fig. 3H). Collectively, these behavioral tests showcased the restoration of learning and memory-related activities upon CgA depletion in PS19 mice. Notably, the CgA-KO group outperformed the WT cohort in all behavioral tests, aligning with the hypothesis that depletion of CgA rejuvenates mice beyond their biological age.

**Fig. 3:**
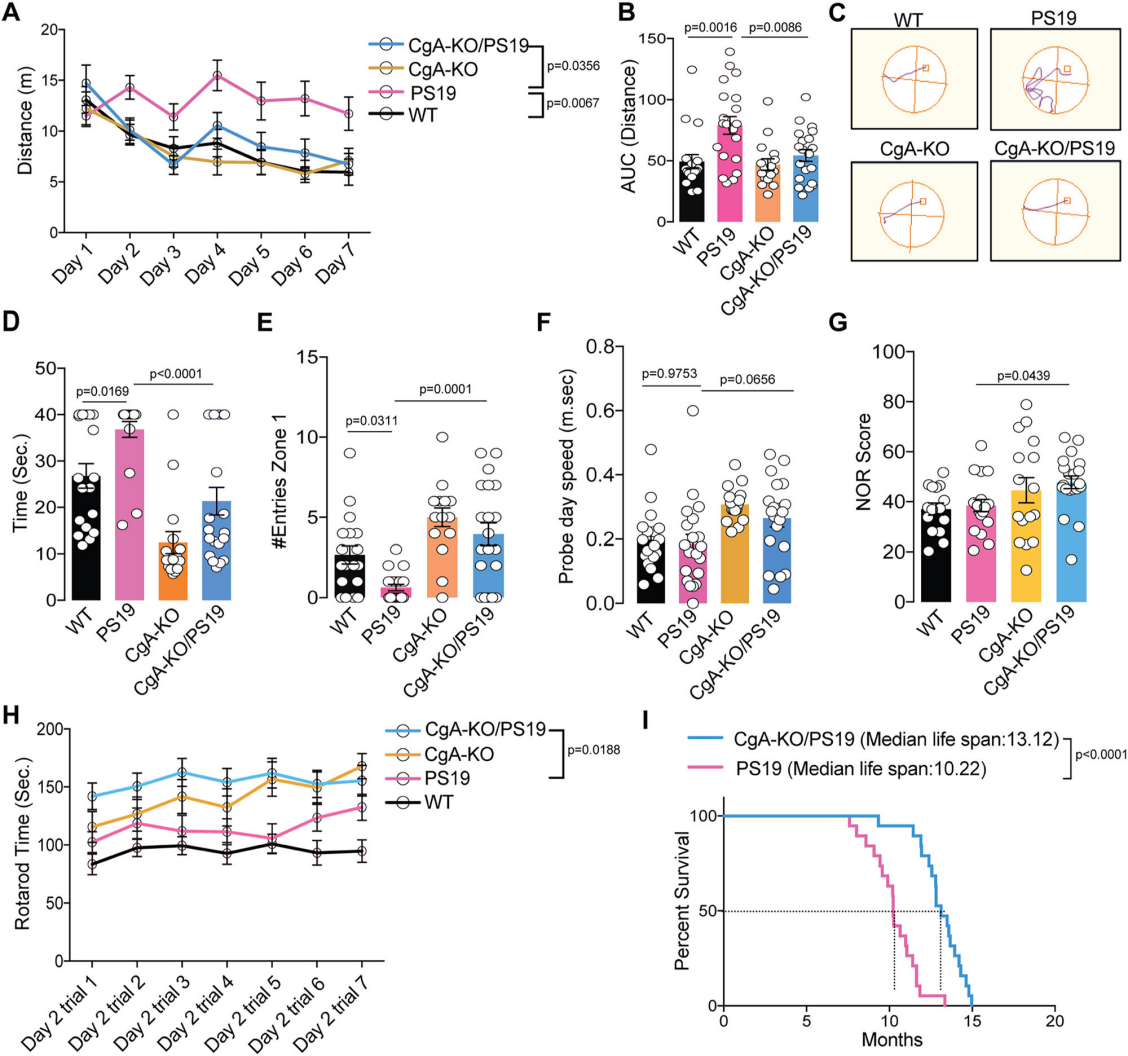
Ablation of CgA improved spatial learning and memory, and extended the life span of PS19 mice. **A** Distance traveled each day to reach the platform during seven days training trials of the Morris Water-Maze Test. CgA-KO/PS19 (*n* = 20), CgA-KO (*n* = 16), PS19 (*n* = 19) and WT (*n* = 18). p-value was calculated using Two-way ANOVA (F_18, 420_ = 3.013, P < 0.0001) Tukey’s Multiple comparison test. **B** Area Under the Curve (AUC) for the distance traveled during the training period. P-value was calculated using One-way ANOVA (F_3, 70_ = 43.76, P < 0.0001) Dunnett’s Multiple comparison test. **C** Probe trial performed 24 hr after the 7^th^ day of training for all the mice. The swimming paths in the probe trial of representative mice of all four groups are shown (the square marks the location of the platform during the goal acquisition trials). **D** Time taken (latency) to reach the target platform. CgA-KO/PS19 (*n* = 20), CgA-KO (*n* = 16), PS19 (*n* = 19) and WT (*n* = 18). P-value was calculated using One-way ANOVA (F_3, 69_ = 16.14, P < 0.0001) Sidak’s Multiple comparison test. **E** Number of entries in the zone where the platform was present (correct zone). CgA-KO/PS19 (*n* = 20), CgA-KO (*n* = 16), PS19 (*n* = 19) and WT (*n* = 18). P-value was calculated using One-way ANOVA (F_3, 69_ = 11.5, P < 0.0001) Sidak’s Multiple comparison test. **F** Swimming speed of all the mice during the probe trial day. CgA-KO/PS19 (*n* = 20), CgA-KO (*n* = 16), PS19 (*n* = 20) and WT (*n* = 18). P-value was calculated using One-way ANOVA (F_3, 70_ = 4.99, P = 0.0034) Sidak’s Multiple comparison test. **G** Novel Object Recognition scores of CgA-KO/PS19 and PS19 mice. [WT (*n* = 15), CgA-KO (*n* = 16), PS19 (*n* = 19) and CgA-KO/PS19 (*n* = 20)]. P-value was calculated using Kruskal-Wallis test for NOR. **H** Time before falling in the Rotarod test for all four mice groups [WT (*n* = 18), CgA-KO (*n* = 16), PS19 (*n* = 20) and CgA-KO/PS19 (*n* = 20)]. P-value was calculated using Two-way ANOVA (F_18, 420_ = 1.328, P = 0.1656) Turkey’s Multiple comparison test. **I** Longevity of PS19 and CgA-KO/PS19 mice shown as a Kaplan-Meier plots (*n* = 20 per group). P-value was calculated using Gehan-Breslow-Wilcoxon test (Chi square = 23.86, df = 1). Data are presented as mean values +/− SEM. Source data are provided as a Source Data file.

We next determined the lifespan of PS19 and CgA-KO/PS19 mice. The median lifespan of CgA-KO/PS19 mice extended to 13.22 months, compared to 10.12 months in PS19 mice (Fig. 3I), indicating a remarkable ~30% increase in lifespan upon CgA depletion. Notably, 57% (*n* = 8) of CgA-KO/PS19 mice exhibited relatively healthy lives until 12 months of age without discernible disease symptoms. Moreover, 23.6% (*n* = 5) of CgA-KO/PS19 mice survived until 14.5 months, in contrast with the PS19 mice, of which none had survived by this age. Collectively, these findings underscore the benefit of CgA depletion in the PS19 mouse model in improving their cognitive function and mitigating premature mortality.

### CgA depletion partially protects glial activity in PS19 mice

Next, we determined the potential role of CgA depletion in attenuating neuroinflammation, a key contributor to neurodegeneration and subsequent brain atrophy in PS19 mice^51^. We measured the area fraction of glial cell markers, specifically CD68 for microglia and GFAP for astrocytes, using IHC. Strikingly, the area fraction of CD68 in CA1 and CA3 region of the hippocampi of CgA-KO/PS19 mice was significantly lower compared to their PS19 littermates (Fig. 4A–D). Similar reduction in Iba-1 immunofluorescence was observed (Fig. 4E, F). Simultaneously, CgA-KO/PS19 mice exhibited reduced levels of proinflammatory cytokines including Interleukin-1 beta (IL-1β) (Fig. 4G), Interleukin-6 (IL-6) (Fig. 4H), Tumor Necrosis Factor-alpha (TNFα) (Fig. 4I), C-X-C Motif Chemokine Ligand 2 (CXCL2) (Fig. 4J), C-X-C Motif Chemokine Ligand 10 (CXCL10) (S-Fig. 6A), C-X-C Motif Chemokine Ligand 1 (CXCL1) (S-Fig. 6B), C-C Motif Chemokine Ligand 2 (CCL2) (S-Fig. 6C), and  C-C Motif Chemokine Ligand 3 (CCL3) (S-Fig. 6D) in cortical extracts compared to PS19 mice. We further found that the plasma proinflammatory cytokine/chemokine levels such as TNFα (S-Fig. 6E), IL-6 (S-Fig. 6F), CXCL10 (S-Fig. 6G), CXCL1 (S-Fig. 6H), CXCL2 (S-Fig. 6I), C-C Motif Chemokine Ligand 2 (CCL2) (S-Fig. 6J), and CCL3 (S-Fig. 6K) were higher in PS19 mice at both three and nine months of age compared to CgA-KO/PS19 mice. Therefore, CgA depletion attenuates the systemic inflammatory response in PS19 mice. On the other hand, the anti-inflammatory cytokine IL-10 level was higher in CgA-KO/PS19 than in PS19 mice (S-Fig. 6L). On the other hand, Glial Fibrillary Acidic Protein (GFAP) levels showed a trend of reduction in CgA-KO/PS19 mice compared to PS19 mice (S-Fig. 6M, N).

**Fig. 4:**
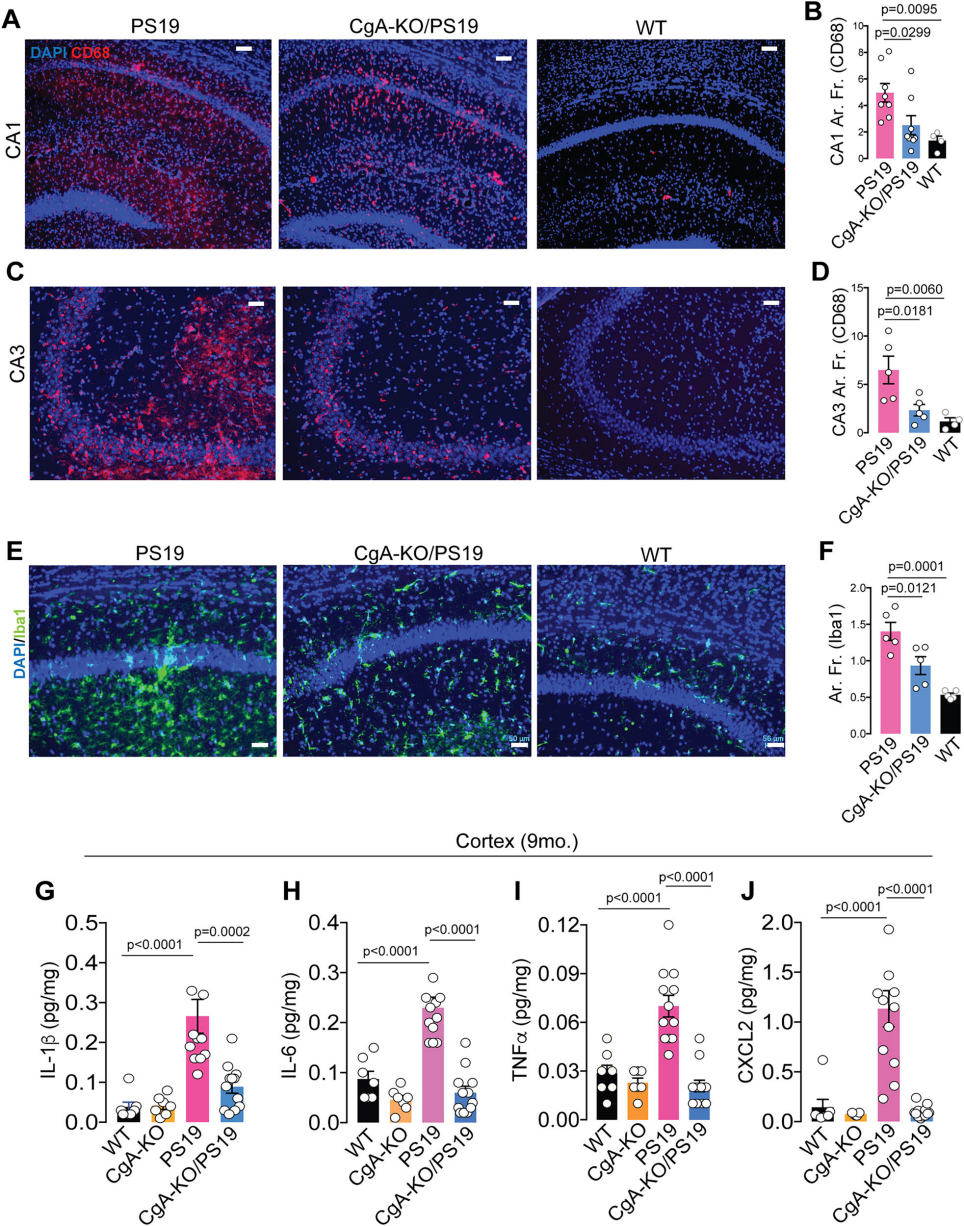
CgA-KO/PS19 mice exhibit decreased microgliosis compared to PS19 mice. **A** Representative immunofluorescence (IF) images showing the levels of CD68 in the hippocampi (CA1 region) of PS19, CgA-KO/PS19 and WT mice. Scale bar = 50 μm. **B** Quantification of the immunoreactive CD68 in CA1 as percentage of total CA1 area from IF images as shown in (**A**). PS19 (*n* = 8), CgA-KO/PS19 (*n* = 8) and WT (*n* = 4). P-value was calculated using One-way Anova (F_2, 17_ = 0.6355, P = 0.5418) Dunnett’s multiple comparison test. **C** Representative IF images showing the levels of CD68 in the hippocampi (CA3 region) of PS19, CgA-KO/PS19 and WT mice. Scale bar = 50 μm. **D** Quantification of the immunoreactive CD68 in CA1 as percentage of total CA1 area from IF images as shown in (**C**) PS19 (*n* = 5), CgA-KO/PS19 (*n* = 5) and WT (*n* = 4). P-value was calculated using One-way Anova (F_2, 11_ = 4.13, P = 0.0459) Dunnett’s multiple comparison test. **E** Representative IF images showing the levels of Iba1 in the hippocampi of PS19, CgA-KO/PS19 and WT mice. Scale bar = 50 μm. **F** Quantification of the immunoreactive Iba as percentage of total area from IF images as shown in **E**. PS19 (*n* = 5), CgA-KO/PS19 (*n* = 5) and WT (*n* = 5). P-value was calculated using One- way Anova (F_2, 12_ = 2,395, P = 0.1333) Dunnett’s multiple comparison test. **G** Levels of cortical IL-1β (**G**), IL-6 (**H**), TNFα (**I**) and CXCL2 (**J**) in PS19 (*n* = 12), CgA-KO/PS19 (*n* = 12), WT (*n* = 7) and CgA-KO (*n* = 7). P-values were calculated using One-way ANOVA (**G** F_3, 34_ = 14.35, P < 0.0001, **H** F_3, 34_ = 28.6, P < 0.0001, **I** F_3, 34_ = 22.93, P < 0.0001, **J** F_3, 34_ = 21.34, P < 0.0001) Tukey’s Multiple Comparison test. Data are presented as mean values +/− SEM. Source data are provided as a Source Data file.

### CgA depletion alters the adrenergic signaling in PS19 mice

To elucidate the mechanism by which CgA depletion mitigates the pathogenesis in PS19 mice, we conducted bulk RNA sequencing on the cortices of three mouse genotypes (WT, PS19, and CgA-KO/PS19; *n* = 5 or 6 in each group; 3 males and 2-3 females) (Fig. 5A). 

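RNA was sequenced from the cortices of 5 WT, 6 PS19 and 6 CgA-KO/PS19 mice. PS19 mice carry a human Tau transgene with the P301S mutation under the Prnp promoter, and CgA-KO/PS19 mice are PS19 mice that lack the Chga gene. The Methods give the age as 8 months and the Fig. 5 legend as 9 months. The Methods describe prefrontal cortex, mRNA libraries and paired-end sequencing. The authors trimmed the reads with Trimmomatic, aligned them to the mm10 mouse genome with STAR, quantified genes with StringTie and converted the result to a table of counts per gene with prepDE, without normalization. The table lists 56953 genes, of which 39993 had at least 1 count. The total count was 8838334 to 184389431 per WT library (median 62694363), 53271515 to 227651681 per PS19 library (median 153213148) and 37657767 to 184877001 per CgA-KO/PS19 library (median 56950953). The deepest library held 25.8 times the count of the shallowest, WT replicate 4. Low counts peaked at 3 and 6 in every library, so that about 3 counts stood for 1 sequenced fragment and the totals overstate the number of fragments. Mitochondrial genes took 3.53% to 7.94% of the counts in WT, 2.56% to 4.59% in PS19 and 3.84% to 18.2% in CgA-KO/PS19. The sex of each mouse is not given beside its library. Ddx3y, a gene of the Y chromosome, was above 1 CPM in replicates 1 to 3 of each genotype and at most 0.0596 CPM in the others, and no term for sex was in the fit.

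From these counts, normalized values were computed as CPM, counts scaled to a common library size, with edgeR's TMM library sizes, and the genotypes were compared with edgeR's quasi-likelihood test over all 17 libraries in one fit. Genes with too few counts for a test (edgeR's filterByExpr) were left out, which left 23062 genes. The Results text and the Methods give different thresholds for differential expression, and both were applied: a log2 fold change beyond 0.5 with an unadjusted p under 0.01, as in the Methods and the Fig. 5 legend, and a log2 fold change beyond 1.5 with an FDR under 0.01, as in the Results text. They are called the Methods threshold and the Results threshold here. PS19 replicates 4 to 6 were closer to each other than any other libraries of one genotype. The SD of the log2 ratio over the 3761 genes with at least 500 counts in every library was 0.0523 to 0.0607 between them, 0.0980 between CgA-KO/PS19 replicates 1 and 3, and at least 0.146 between the other pairs. For PS19 replicates 4 to 6 this was 1.75 to 2.22 times the counting noise, which leaves out noise from quantification, and each library was kept as a separate sample.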

Depletion of CgA in CgA-KO/PS19 genotype was again confirmed by absence of CgA mRNA (S-Fig. 7A). In comparison of WT and PS19, 869 genes were expressed lower in WT than in PS19 (Fig. 5B), while 1,193 genes showed significantly higher expression (log2(fold change) > 1.5, FDR < 0.01) (Fig. 5C). 

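Chga, the gene of CgA (Ensembl identifier ENSMUSG00000021194), lies on chromosome 12 from 102554969 to 102565028 of GRCm38 (mm10). It had 0 counts in each of the 6 CgA-KO/PS19 libraries. With 3 fragments, or about 9 counts, as the most that a count of 0 allows, its level in the shallowest CgA-KO/PS19 library was at most 0.260 CPM, a limit that covers counting error only. Chga was 163 ± 11.9 CPM in WT (SD, n = 5) and 168 ± 6.68 CPM in PS19 (SD, n = 6), and no library of either genotype was below 152 CPM. The mean in PS19 was at least 647-fold above that limit. The difference between PS19 and CgA-KO/PS19 had an adjusted p of 3.76e-15, and that between WT and PS19 an adjusted p of 0.956 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prnp, whose promoter drives the Tau transgene, was 833 ± 71.0 CPM in WT (SD, n = 5), 2119 ± 174 CPM in PS19 (SD, n = 6) and 1561 ± 321 CPM in CgA-KO/PS19 (SD, n = 6). It was lower in WT than in PS19, with a log2 fold change of -1.35 (standard error 0.13, adjusted p = 2.8e-05 from the same edgeR test). Mapt, the mouse Tau gene, whose counts can hold reads from the human transgene, was 596 ± 228.3 CPM in WT (SD, n = 5, with WT replicate 4 at 199 and the others at 606 to 739.6 CPM), 868 ± 42.8 CPM in PS19 (SD, n = 6) and 705 ± 118 CPM in CgA-KO/PS19 (SD, n = 6). Its difference between WT and PS19 did not pass the correction over all genes (adjusted p = 0.184, edgeR), and it passed when adjusted over the list alone of 18 genes that the paper names or that check the genotypes (adjusted p = 0.0459, edgeR).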

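At the Methods threshold, 1055 genes were higher and 649 lower in WT than in PS19. At the Results threshold, 190 were higher and 10 lower. With no fold-change limit, 1361 genes had an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all genes tested, whatever their p, the libraries of the genotypes did not overlap for 2195 genes (9.52%), of which 1013 were higher in WT, where chance gives 0.433% of genes for 5 libraries against 6. The number of genes at the Methods threshold changed most, among the alternatives set beforehand, with limma voom and sample quality weights, which gave 1452 higher and 1097 lower genes. Without WT replicate 5, 807 genes were higher and 402 lower. Among the genes with an FDR under 0.05 whose libraries did not overlap, those with the largest fold changes higher in WT were Isl1, Lhx8 and Barhl2. All 3 had 0 counts in every PS19 library, and their means in WT of 2.87 ± 1.55, 2.23 ± 1.31 and 2.08 ± 1.40 CPM (SD, n = 5) were at least 17.5-fold, 13.6-fold and 12.7-fold higher than the level that a count of 0 allows in PS19. Their adjusted p-values were 0.00567, 0.00668 and 0.00770 (edgeR). Isl1 is 1 of 20 genes on a list of striatum markers, and all of them were past the Methods threshold as higher in WT. Those with the largest fold changes lower in WT were Lamr1-ps1, 4930590L14Rik and Gm13872, which had 0 counts in every WT library. Lamr1-ps1, a processed pseudogene whose counts can hold reads from near-identical copies, was 3.32 ± 0.548 CPM in PS19 (SD, n = 6), at least 3.23-fold above the level that a count of 0 allows in WT (adjusted p = 1.56e-08, edgeR). The noncoding gene 4930590L14Rik was 0.725 ± 0.194 CPM in PS19 (SD, n = 6, adjusted p = 2.8e-05, edgeR), and Gm13872, an antisense gene whose counts are uncertain, was 0.281 ± 0.0676 CPM (SD, n = 6). Both means were below the 1.03 CPM that a count of 0 allows in the shallowest WT library, so no fold is given for them.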

Importantly, 417 of the upregulated genes (34.9%) in WT mice were similarly upregulated in CgA-KO/PS19 compared to PS19 mice (Fig. 5D). 

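Between CgA-KO/PS19 and PS19, 1452 genes were higher and 793 lower in CgA-KO/PS19 at the Methods threshold, 115 were higher and 36 lower at the Results threshold, and 2242 had an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes higher in WT at the Methods threshold, 367 (34.8%) were also higher in CgA-KO/PS19, and 1085 genes were higher in CgA-KO/PS19 alone. At the Results threshold, 22 genes were higher in both, and 232 genes were when an unadjusted p under 0.05 replaced the FDR. Both comparisons use the same PS19 libraries and so share their chance values. In 40 simulations of counts with no difference between genotypes, 6 to 20 genes were higher in both at the Methods threshold. The simulations drew each gene independently, so they leave out variation that libraries share across genes and can give too low a number. Splits of the 17 libraries into other groups of the same sizes gave up to 289 genes shared over both directions, against 571. The log2 fold changes of the comparisons correlated across the genes tested with Pearson's r = 0.543, against 0.415 to 0.465 in the simulations, and 38 of 100 splits of the 17 libraries into groups of the same sizes, the real one included, gave as high an r. Genes are not independent replicates, and no p is given for r. With DESeq2 in place of edgeR, 524 genes were higher in both (40.2% of those higher in WT), and with PS19 replicates 4 to 6 and CgA-KO/PS19 replicates 1 and 3 each averaged to 1 sample, a choice made after seeing the data, 168 were. With the mean level of a list of striatum markers as a covariate, also chosen after seeing the data, 410 genes were higher in both, and 84 of the 367 genes were among them. The shared higher genes with the smallest p-values in both comparisons were Sox11, Npbwr1 and Stk26. Sox11 was 29.3 ± 6.24 CPM in WT (SD, n = 5), 13.8 ± 1.14 CPM in PS19 (SD, n = 6) and 26.8 ± 1.76 CPM in CgA-KO/PS19 (SD, n = 6), with log2 fold changes against PS19 of 1.08 and 0.96 (standard errors 0.12 and 0.12). Npbwr1 was 2.02 ± 0.163 CPM in WT (SD, n = 5), 0.584 ± 0.122 CPM in PS19 (SD, n = 6) and 1.47 ± 0.356 CPM in CgA-KO/PS19 (SD, n = 6), with log2 fold changes of 1.79 and 1.34. Stk26 was 7.96 ± 1.56 CPM in WT (SD, n = 5), 3.09 ± 0.271 CPM in PS19 (SD, n = 6) and 7.53 ± 2.42 CPM in CgA-KO/PS19 (SD, n = 6), with log2 fold changes of 1.37 and 1.28. The adjusted p-values of these 3 genes were 1.83e-04, 1.83e-04 and 5.49e-04 in WT and 1.65e-04, 7.37e-04 and 9.32e-04 in CgA-KO/PS19 (edgeR). Every WT and every CgA-KO/PS19 library was above every PS19 library for all 3. Among the genes with an FDR under 0.05 whose libraries did not overlap, those with the largest fold changes higher in CgA-KO/PS19 were Gbp2b, Gm15169 and Gm12576, which had 0 counts in every PS19 library. Gbp2b was 1.53 ± 0.498 CPM in CgA-KO/PS19 (SD, n = 6), at least 9.33-fold above the level that a count of 0 allows in PS19 (adjusted p = 3.76e-05, edgeR), and had 0 counts in WT. Gm15169, an antisense gene whose counts are uncertain, was 0.888 ± 0.332 CPM (SD, n = 6) and at least 5.42-fold above that level (adjusted p = 1.78e-04, edgeR), and Gm12576 was 0.573 ± 0.496 CPM (SD, n = 6) and at least 3.49-fold above it (adjusted p = 0.00348, edgeR).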

Gene ontology analyses of this cluster revealed significant enrichment in pathways involved in: (i) neuropeptide signaling pathway, (ii) adenylate cyclase-modulating G-protein-coupled receptor (GPCR) signaling pathway, (iii) axoneme assembly, (iv) regulation of membrane potential, (v) regulation of monoatomic ion transmembrane transport, (vi) catecholamine transport, and (vii) adenylate cyclase-inhibiting GPCR signaling pathway (Fig. 5E). 

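No Gene Ontology annotation was used here. Lists of genes written by hand for most of the processes that the paper names stood in for the ontology terms and are not the same gene sets. Each list was compared with the shared higher genes by a two-sided Fisher's exact test over all genes tested, with Benjamini-Hochberg adjustment over the 8 tests made for both clusters. The cluster held 10 of 69 genes tested (odds ratio 10.7, adjusted p = 1.09e-06) of the neuropeptide signaling list, against 1.10 by chance. These were Cartpt, Gpr139, Npbwr1, Nts, Oprk1, Oprm1, Penk, Sstr5, Tacr1 and Trhr. It held 7 of 65 genes tested (odds ratio 7.59, adjusted p = 2.05e-04) of the catecholamine transport list, namely Adora2a, Cartpt, Drd1, Drd2, Gdnf, Oprk1 and Syt10. Of the list for adenylate cyclase GPCR signaling, which covers both ontology terms of that name, it held 8 of 95 genes tested (odds ratio 5.79, adjusted p = 2.70e-04), namely Adora2a, Drd1, Drd2, Gpr6, Htr4, Htr5b, Oprk1 and Oprm1. Of the axoneme assembly list it held 6 of 94 genes tested (odds ratio 4.27, adjusted p = 0.00448), and of the membrane potential list 5 of 85 genes tested (odds ratio 3.90, adjusted p = 0.0115). Drd1, Drd2, Adora2a, Gpr6 and Penk on these lists are also on a list of striatum markers. With the mean level of that striatum list as a covariate, a choice made after seeing the data, none of the 8 tests had an adjusted p under 0.05, and 2 had an unadjusted p under 0.05. With at least 10 counts required in every library, the axoneme assembly and membrane potential lists had odds ratios of 2.98 and 3.03 and adjusted p-values of 0.0880 and 0.0568 (Fisher's exact test), where the adjusted p-values over all alternatives were 8.91e-06 to 0.105 and 2.16e-04 to 0.173. The process of ion transmembrane transport was not tested for this cluster.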

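Of the genes lower in WT than in PS19 at the Methods threshold, 204 (31.4%) were also lower in CgA-KO/PS19, and 589 genes were lower in CgA-KO/PS19 alone. The simulations without a difference between genotypes, with each gene drawn independently, gave 2 to 16 genes lower in both. At the Results threshold, 0 genes were lower in both, and 18 genes were when an unadjusted p under 0.05 replaced the FDR. A total of 6 genes passed the Methods threshold in opposite directions. With limma voom and sample quality weights, 396 genes were lower in both, and with the near-identical libraries averaged, 79 were. With the striatum list's mean level as a covariate, 249 genes were lower in both, and 24 of the 204 genes were among them. The shared lower genes with the smallest p-values in both comparisons were Lynx1, Ank1 and Nrep. Lynx1 was 305 ± 43.1 CPM in WT (SD, n = 5), 539 ± 44.3 CPM in PS19 (SD, n = 6) and 329 ± 32.0 CPM in CgA-KO/PS19 (SD, n = 6), with log2 fold changes against PS19 of -0.82 in WT and -0.71 in CgA-KO/PS19 (adjusted p = 2.93e-04 and 6.68e-04, edgeR's quasi-likelihood test). Ank1 was 41.0 ± 4.74 CPM in WT (SD, n = 5), 75.8 ± 11.4 CPM in PS19 (SD, n = 6) and 46.5 ± 5.35 CPM in CgA-KO/PS19 (SD, n = 6), with log2 fold changes of -0.89 and -0.70 (adjusted p = 3.24e-04 and 0.00159, edgeR). Nrep was 39.9 ± 10.7 CPM in WT (SD, n = 5), 83.2 ± 5.61 CPM in PS19 (SD, n = 6) and 38.5 ± 10.5 CPM in CgA-KO/PS19 (SD, n = 6), with log2 fold changes of -1.06 and -1.11 (adjusted p = 0.00320 and 0.00220, edgeR). Every library of WT and CgA-KO/PS19 was below every PS19 library for these genes. The call of Nrep in WT was lost with the striatum covariate, at a log2 fold change of -0.46. For 6 independent libraries against 6, chance gives no overlap for 0.216% of genes, and more if the near-identical libraries are not independent. Over all genes tested, the libraries of CgA-KO/PS19 and PS19 did not overlap for 1529 genes (6.63%), 655 of them higher in CgA-KO/PS19. Besides Chga, those with the largest fold changes lower in CgA-KO/PS19 among the genes that also had an FDR under 0.05 were Ccnb1ip1 and Klk1b22, which had 0 counts in every CgA-KO/PS19 library. In PS19 they were 0.296 ± 0.0845 and 0.258 ± 0.146 CPM (SD, n = 6, adjusted p = 3.03e-04 and 0.0325, edgeR). The mean of Ccnb1ip1 was at least 1.14-fold above the 0.260 CPM that a count of 0 allows in the shallowest CgA-KO/PS19 library, and that of Klk1b22 was not above it. Klk1b22 belongs to a family of near-identical kallikrein genes, and its counts are uncertain for that reason.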

Like upregulated genes, 293 of the downregulated genes (33.7%) in WT were similarly downregulated in CgA-KO/PS19 compared to PS19 mice (Fig. 5F). Gene ontology analyses of this cluster revealed significant enrichment in pathways involved in: (i) potassium ion transmembrane transport, (ii) regulation of monoatomic ion transmembrane transport, (iii) exocytosis, (iv) adenylate cyclase-activating GPCR signaling pathway, (v) Ca(2+)/calmodulin-dependent protein kinase (CaMKK)-AMP-activated protein kinase (AMPK) signaling cascade, (vi) adenylate cyclase-modulating GPCR signaling pathway, and (vii) glucocorticoid biosynthetic process (Fig. 5G). 

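The hand-written lists for processes of this cluster were compared with the shared lower genes in the same way. The cluster held 8 of 89 genes tested (odds ratio 11.5, adjusted p = 5e-06) among all genes whose symbol begins with Kcn (Fisher's exact test). Among them were Kcnab3, Kcng4, Kcnj11, Kcnk12, Kcnk3, Kcnk4 and Kcns3. Of the exocytosis list it held 6 of 92 genes tested (odds ratio 8.02, adjusted p = 2.70e-04), namely Cplx1, Exoc3l, Rims3, Syt2, Unc13d and Vamp1. Of the adenylate cyclase GPCR signaling list it held 5 of 95 genes tested (odds ratio 6.36, adjusted p = 0.00209), namely Adra1b, Adra1d, Chrm3, Crhr1 and Grm2. Chance gives 0.787, 0.814 and 0.840 genes for these lists. With the striatum list's mean level as a covariate, the odds ratios were 2.12, 2.04 and 0.975. The adenylate cyclase list did not separate activating from other signaling. Regulation of monoatomic ion transmembrane transport, the CaMKK-AMPK signaling cascade and glucocorticoid biosynthesis were not tested.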

Given CgA’s role in catecholamine storage regulation^52^ and the influence of catecholamines on GPCR signaling^53^, we focused on these pathways as they are most likely mediating the effect of CgA in Tauopathy-mediated neurodegeneration. Specifically, the Adra1 family genes (α_1A_, α_1B_, α_1D_) were upregulated, while the Adra2 family genes (α_2A_, α_2B_, α_2C_) were downregulated in PS19 compared to WT and CgA-KO/PS19 (Fig. 5A; S-Fig. 7B), while no significant change was found in β-adrenergic receptors (Adrb) across all the groups. 

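Levels of the adrenergic receptor genes are given as TMM-normalized CPM with the SD over 5 WT, 6 PS19 and 6 CgA-KO/PS19 mice, and log2 fold changes are against PS19, so that a negative value means a higher level in PS19. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and those adjusted over the list alone cover the 18 genes that the paper names or that check the genotypes. Adra1b (chromosome 11 from 43774606 to 43901210 of GRCm38) was 14.6 ± 4.52 CPM in WT, 26.7 ± 4.21 in PS19 and 12.5 ± 3.78 in CgA-KO/PS19. Its log2 fold change was -0.87 in WT (standard error 0.22, adjusted p = 0.0223, edgeR) and -1.10 in CgA-KO/PS19 (standard error 0.20, adjusted p = 0.00515, edgeR), and all 5 WT and all 6 CgA-KO/PS19 libraries were below every PS19 library. Without WT replicate 3, WT replicate 5 or PS19 replicate 2, the adjusted p in WT rose to as much as 0.0727. Adra1d (chromosome 2 from 131545850 to 131562283) was 14.2 ± 7.19 CPM in WT, 40.3 ± 2.36 in PS19 and 15.4 ± 10.0 in CgA-KO/PS19, again with no overlap of PS19 with either genotype. Its log2 fold change was -1.49 in WT (standard error 0.38, adjusted p = 0.0263, edgeR) and -1.39 in CgA-KO/PS19 (standard error 0.36, adjusted p = 0.0229, edgeR). The call in WT was lost without WT replicate 4 or 5, and that in CgA-KO/PS19 without CgA-KO/PS19 replicate 1 or 2, with adjusted p-values up to 0.0865 and 0.0567. Adra1a (chromosome 14 from 66635251 to 66771168) was 13.6 ± 2.74 CPM in WT, 17.9 ± 2.76 in PS19 and 13.9 ± 1.50 in CgA-KO/PS19. Its log2 fold changes of -0.40 and -0.36 did not pass the correction over all genes (adjusted p = 0.0972 and 0.0801, edgeR) and passed when adjusted over the list alone (adjusted p = 0.0169 and 0.0268, edgeR). For Adra1a, 4 of 5 WT and 5 of 6 CgA-KO/PS19 libraries were below every PS19 library.

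Adra2a (chromosome 19 from 54044151 to 54048982) was 26.2 ± 9.35 CPM in WT, 11.2 ± 2.98 in PS19 and 15.9 ± 2.71 in CgA-KO/PS19. Its log2 fold change was 1.23 in WT (standard error 0.21, adjusted p = 0.00198, edgeR), with every WT library above every PS19 library. In CgA-KO/PS19 it was 0.51 (standard error 0.20, adjusted p = 0.109, edgeR, and 0.0370 adjusted over the list alone), with 3 of 6 libraries above every PS19 library, and CgA-KO/PS19 was below WT by a log2 fold change of -0.72 (adjusted p = 0.0454, edgeR). Adra2b (chromosome 2 from 127363208 to 127367221) was near the limit of detection, with 0.911 ± 0.485 CPM in WT, 0.143 ± 0.0560 in PS19 and 0.518 ± 0.574 in CgA-KO/PS19. Its counts per PS19 library were 5 to 38. The log2 fold change was 2.66 in WT (standard error 0.73, adjusted p = 0.0394, edgeR) and 1.87 in CgA-KO/PS19 (standard error 0.70, adjusted p = 0.0921, edgeR, and 0.0305 adjusted over the list alone). The call in WT at an FDR under 0.05 was lost without WT replicate 3, 4 or 5 or without any 1 of the PS19 libraries (adjusted p up to 0.136, edgeR). At the Methods threshold, Adra2b in WT, and Adra1b and Adra1d in both comparisons, passed in all 17 fits without 1 library. Adra2a and Adra2b in CgA-KO/PS19 each passed it in 2 of these fits. Adra2c (chromosome 5 from 35278319 to 35281763) was 22.0 ± 6.27 CPM in WT, 16.8 ± 2.83 in PS19 and 19.2 ± 8.20 in CgA-KO/PS19, and its log2 fold changes of 0.39 and 0.19 were not different from 0 (adjusted p = 0.397 and 0.638, edgeR, and 0.187 and 0.518 adjusted over the list alone). With the mean level of a list of striatum markers as a covariate, a choice made after seeing the data, the log2 fold changes in WT were -0.27 for Adra1b, -0.24 for Adra1d, 1.12 for Adra2a and -0.32 for Adra2b, and only Adra2a of these kept its call. In CgA-KO/PS19 they were -0.85 for Adra1b, which kept its call, and -0.98 for Adra1d, which lost it. With the near-identical libraries averaged, the calls of Adra1b and Adra1d in both comparisons and of Adra2b in WT were lost.

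Of the β-adrenergic receptor genes, Adrb1 was 34.7 ± 5.25 CPM in WT, 54.4 ± 6.97 in PS19 and 42.7 ± 20.6 in CgA-KO/PS19. Its log2 fold change in WT was -0.64, with all 5 WT libraries below every PS19 library (adjusted p = 0.155, edgeR, and 0.0361 adjusted over the list alone), and in CgA-KO/PS19 it was -0.35 (adjusted p = 0.363, edgeR). Adrb3 was expressed at 1.18 CPM in PS19 and differed neither in WT nor in CgA-KO/PS19 (adjusted p = 0.924 and 0.913, edgeR). From the differences of both receptor classes between PS19 and the other genotypes, and from earlier reports on Adra1 in an Aβ mouse model, the paper proposes that altered Adra1 and Adra2 expression, with the signaling downstream of them, mediates the effects of CgA on Tau. Its RT-qPCR, human RNA data, protein measurements and drug experiments on these receptors also bear on this proposal and were not used here.

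**Figure D1:**
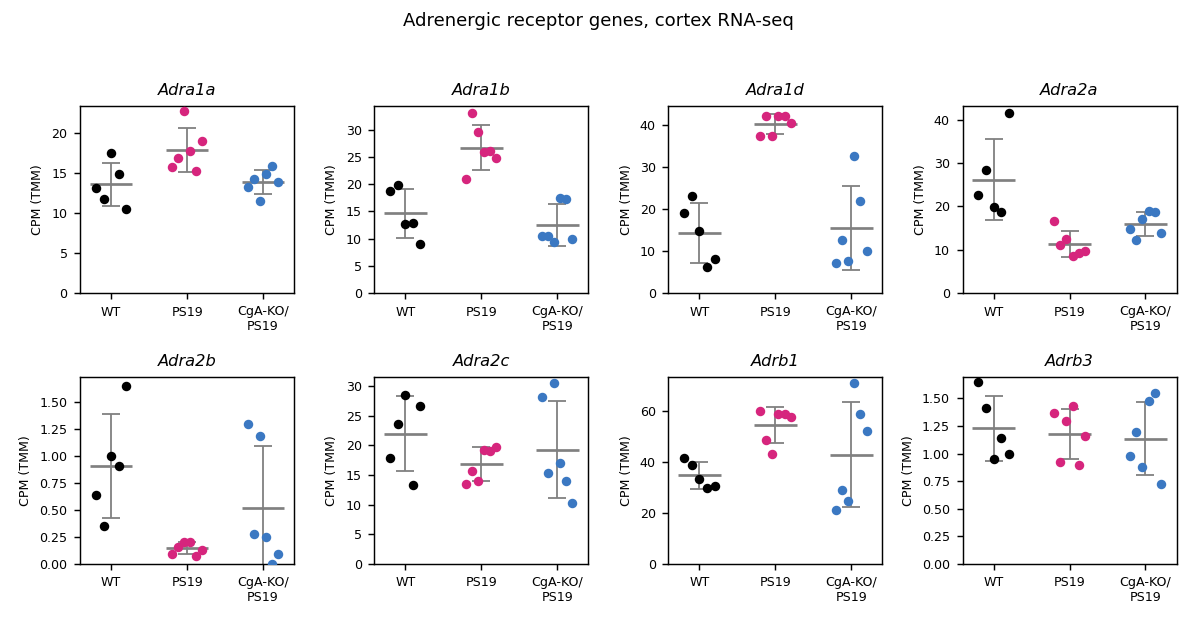
CPM (TMM-normalized) of adrenergic receptor genes in each cortex library of WT, PS19 and CgA-KO/PS19 mice. Each point is 1 library, the long line is the mean and the whiskers are the SD, and all points of Adra1b and Adra1d in WT and CgA-KO/PS19 lie below those in PS19.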

RT-qPCR further confirmed altered gene expression of *Adra1* and *Adra2* in PS19, which were restored upon CgA deletion (S-Fig. 7C–F). Consistently, analysis of publicly available RNAseq data from control and AD patients showed altered expression of *Adra1a* **(**S-Fig. 7G, H) and *Adra2a* (S-Fig. 7I, J) in Braak stages V–VI compared to Braak stages 0–I in parahippocampal gyri, indicating a correlation with disease progression (RNAseq data obtained from the Mount Sinai Brain Bank [MSBB] study). No significant change in expression of *Adra1b* and *Adra2b* was observed in MSBB data sets, indicating species-specific effects. Functional analysis highlighted the interconnected role of Adra signaling in various cellular functions (catecholamine transport, neuropeptide signaling, second messenger signaling, and potassium-ion transport), underscoring its significance in Tau pathology (S-Fig. 7J). Given previous reports on the Adra1 aggravating the disease pathology in an Aβ mouse model^54^, we hypothesized that significant alteration in the expression of Adra1 and Adra2 receptor classes and their downstream signaling cascades mediates the effects of CgA in Tau pathogenesis.

**Fig. 5:**
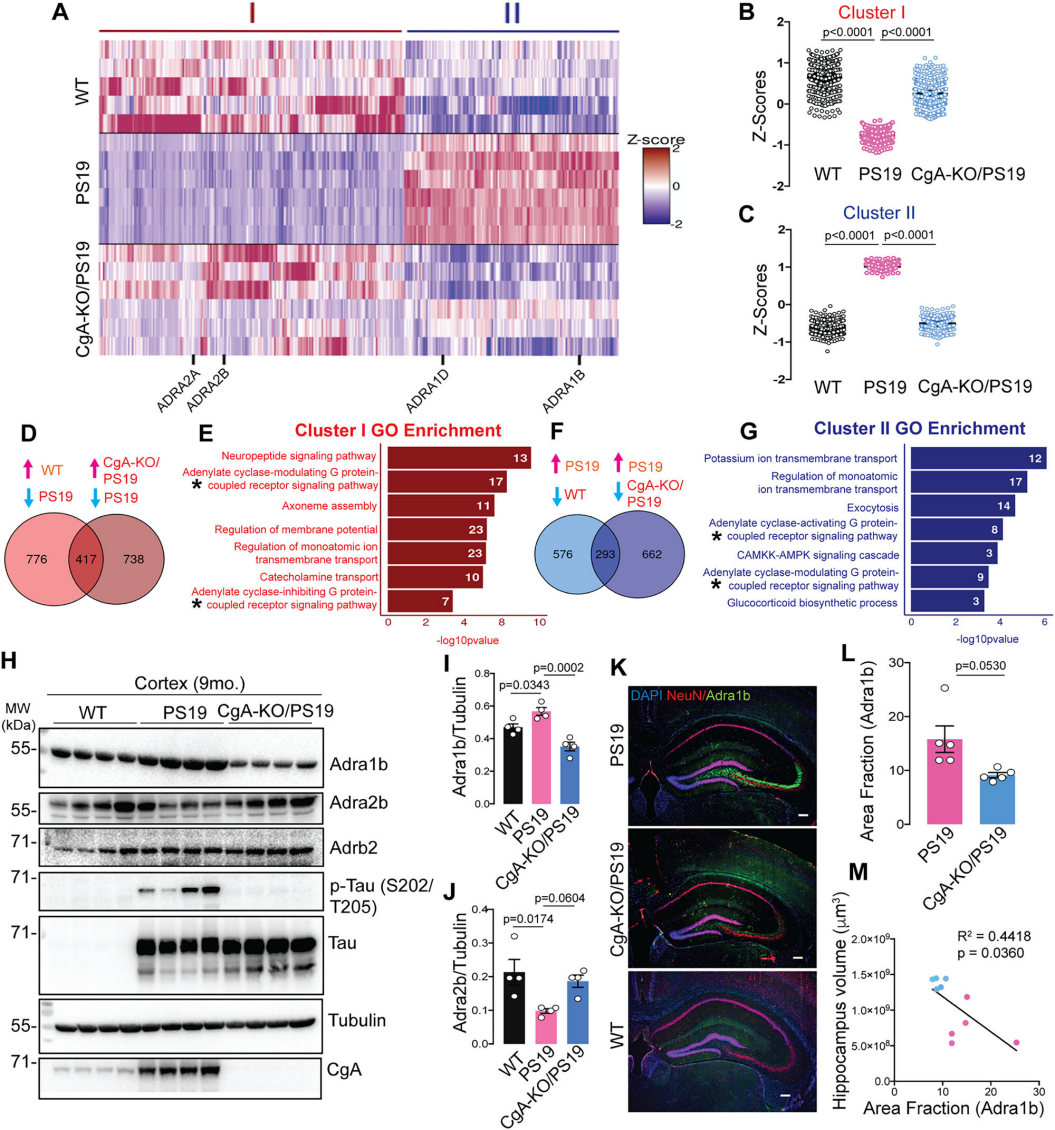
CgA deletion induces reprogramming of adrenergic receptor expression in Tauopathy mice brain. **A** Heatmap representation of normalized read Z-scores of shared upregulated or downregulated genes in WT (*n* = 5) and CgA-KO/PS19 (*n* = 6) relative to PS19 (*n* = 6) (log2 fold-change > 0.5, p value < 0.01) from 9-month-old mice cortices. *Adra* gene family showing significant expression changes are highlighted. **B** Z-score of hierarchical clusters I of WT, PS19 and CgA-KO/PS19. P-value was calculated using One-way Anova (F_2, 1248_ = 163.9, P < 0.0001) Sidak’s multiple comparison test. **C** Z-score of hierarchical clusters II of WT, PS19 and CgA-KO/PS19. P-value was calculated using One-way Anova (F_2, 876_ = 45.91, P < 0.0001) Sidak’s multiple comparison test. **D** Venn diagram showing number of upregulated genes as compared in two groups (WT/PS19 and CgA-KO/PS19). Expression of 417 genes overlaps in PS19 vs. WT and PS19 vs. CgA-KO/PS19. **E** Gene ontology analysis for pathways enriched in shared genes in (**D**). Number of genes involved in each pathway are shown in the bar. **F** Venn diagram showing number of downregulated genes as compared in two groups (WT/PS19 and CgA-KO/PS19). Expression of 293 genes overlaps in PS19 vs. WT and PS19 vs. CgA-KO/PS19. **G** Gene ontology analysis for pathways enriched in shared genes in (**E**) Number of genes involved in each pathway are shown in the bar. **H** Representative WB showing Adra1b, Adra2b and Adrb2 protein levels in three mouse groups, WT (*n* = 4), PS19 (*n* = 4) and CgA-KO/PS19 (*n* = 4). Also shown are the levels of p-Tau (S202/T205), total PS19, CgA and tubulin (loading control). **I** Quantitation showing relative levels of Adra1b in (**H**). WT (*n* = 4), PS19 (*n* = 4) and CgA-KO/PS19 (*n* = 4). P-value was calculated using One-way Anova (F_2, 9_ = 0.07055, P = 0.0004) Sidak’s multiple comparison test. **J** Quantitation showing relative levels of Adra2b in (**H**). WT (*n* = 4), PS19 (*n* = 4) and CgA-KO/PS19 (*n* = 4). P-value was calculated using One-way Anova (F_2, 9_ = 0.8729, P = 0.0004) Sidak’s multiple comparison test. **K** Representative IF images of Adra1b, NeuN and DAPI in the hippocampus slices of PS19, CgA-KO/PS19 and WT mice. Scale bar = 200 μm. **L** Image (**J**) Quantitation of IF images as in (**H**) showing relative levels of Adra1b in PS19 (*n* = 5) and CgA-KO/PS19 (*n* = 5). P-value was calculated using (Unpaired two-tailed T-test with Welch’s correction, t = 2.649, df = 4.293). **M** Pearson correlation between Adra1b area fraction and the hippocampus volumes of PS19 (red dots) and CgA-KO/PS19 (blue dots) mice. Data are presented as mean values +/− SEM. Source data are provided as a Source Data file.

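Z-scores of log2(CPM + 1) were computed for each gene over the 17 libraries and averaged over the shared genes in each library, which makes the library and not the gene the unit of replication. Over the shared higher genes, the mean Z-score was 0.74 ± 0.32 in WT (SD, n = 5), -0.90 ± 0.11 in PS19 (SD, n = 6) and 0.28 ± 0.50 in CgA-KO/PS19 (SD, n = 6). Over the shared lower genes, it was -0.60 ± 0.48 in WT, 1.02 ± 0.19 in PS19 and -0.52 ± 0.46 in CgA-KO/PS19. The genes were chosen for their difference from PS19 in these libraries, so the direction of the scores is set by the choice. When the genes were chosen with 1 library of each genotype left out and scored in the libraries left out, the means were 0.58, -0.77 and 0.094 for the higher genes and -0.54, 0.90 and -0.43 for the lower genes, in the order WT, PS19, CgA-KO/PS19. For the higher genes, CgA-KO/PS19 replicates 1 to 6 then scored 0.64, 0.26, 0.52, -0.40, -0.28 and -0.17. When 1 of the near-identical libraries was left out, another stayed in the choice of genes, so this check is not fully independent. The CgA-KO/PS19 libraries were spread more widely than the PS19 libraries. For the higher genes, CgA-KO/PS19 replicates 1 to 6 scored 0.85, 0.45, 0.82, -0.32, -0.13 and 0.037 in that order, and for the lower genes -0.92, -0.75, -0.86, 0.23, -0.13 and -0.68.

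**Figure D2:**
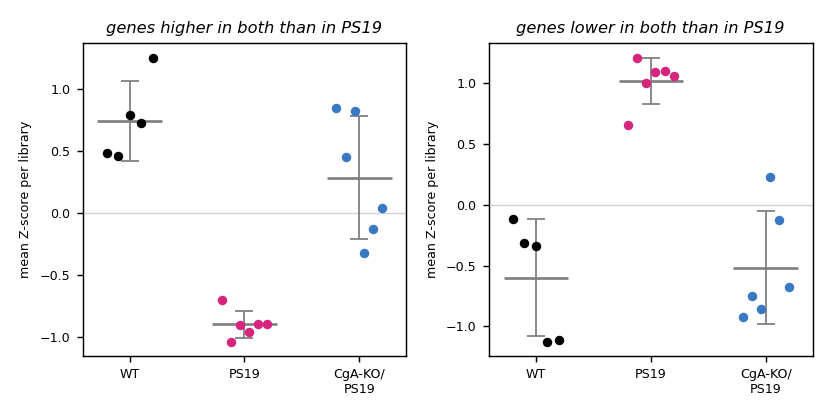
Mean Z-score over the shared higher genes (left) and the shared lower genes (right) in each library of WT, PS19 and CgA-KO/PS19 mice. Each point is 1 library, the long line is the mean and the whiskers are the SD, and the PS19 libraries lie between -1.04 and -0.70 for the higher genes.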

Verification of protein levels for Adra1b and Adra2b in the cortex aligned with transcript levels. WB analysis demonstrated significantly higher Adra1b and lower Adra2b levels in the cortical extracts of PS19 mice compared to WT and CgA-KO/PS19 mice, while Adrb2 levels remained unchanged (Fig. 5H–J). IHC confirmed higher Adra1b protein levels in the DG and CA3 (mossy fibers) of PS19 mice compared to WT and CgA-KO/PS19 (Fig. 5K, L). Notably, the increase in the area fraction of Adra1b is negatively correlated with the hippocampal volume (Fig. 5M). Collectively, these findings suggest that upregulated Adra1 and compromised Adra2 signaling underlies CgA’s detrimental effect in Tauopathy brain.

To investigate the spatial relationship between CgA, Adra1b and Tau, we performed IHC with CgA, Adra1b, and MC1 antibodies (S-Fig. 8). Adra1b was predominantly localized in axons, where it was associated MC1+ misfolded Tau species (S-Fig. 8B–D). In contrast, CgA was observed as puncta in the soma of CA2 and CA3 regions of the hippocampus (S-Fig. 8C, D), where it partially colocalized with MC1+ misfolded Tau species (S-Fig. 8C, D**, white arrows**). Notably, there is minimal colocalization of CgA with Adra1b, suggesting that the effect of CgA on Adra1b is likely indirect.

### Aberrant Adra1 signaling primes Tau pathology in PS19 mice

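The phosphodiesterase genes Pde1a, Pde1b, Pde1c, Pde3a, Pde3b and Pde9a were measured in the same cortex libraries, and log2 fold changes are against PS19, so that a positive value means a lower level in PS19. Pde1c (chromosome 6 from 56069804 to 56569103 of GRCm38) was 17.3 ± 7.45 CPM in WT (SD, n = 5), 4.87 ± 0.567 CPM in PS19 (SD, n = 6) and 10.9 ± 4.52 CPM in CgA-KO/PS19 (SD, n = 6). Its log2 fold change was 1.83 in WT (standard error 0.29, adjusted p = 0.00117) and 1.16 in CgA-KO/PS19 (standard error 0.27, adjusted p = 0.0163) from edgeR's quasi-likelihood test. Both calls held without any single library, and both were lost with the striatum list's mean level as a covariate, a choice made after seeing the data, at log2 fold changes of 0.55 in WT and 0.53 in CgA-KO/PS19. Over all alternatives the adjusted p reached 0.168 and 0.150 (edgeR). Pde3a (chromosome 6 from 141249269 to 141507448) was 7.47 ± 3.09, 2.33 ± 0.481 and 4.88 ± 2.05 CPM in WT, PS19 and CgA-KO/PS19. Its log2 fold change was 1.68 in WT (adjusted p = 0.00270, edgeR) and 1.08 in CgA-KO/PS19 (adjusted p = 0.0261, edgeR), and the call in CgA-KO/PS19 was lost without PS19 replicate 2, 3, 5 or 6 or CgA-KO/PS19 replicate 1 or 3 (adjusted p up to 0.0675). Pde9a (chromosome 17 from 31386210 to 31476310) was 13.4 ± 2.89, 7.44 ± 1.62 and 10.9 ± 1.96 CPM, with log2 fold changes of 0.85 (adjusted p = 0.00667, edgeR) and 0.55 (adjusted p = 0.0431, edgeR). Its call in CgA-KO/PS19 was lost without WT replicate 1 or 2, PS19 replicate 2, 3, 4, 5 or 6, or CgA-KO/PS19 replicate 1, 2, 3, 5 or 6 (adjusted p up to 0.105, edgeR). With the striatum covariate, the log2 fold changes in WT and CgA-KO/PS19 were 0.67 and 0.56 for Pde3a and 0.83 and 0.54 for Pde9a, and all 4 calls were lost. With PS19 replicates 4 to 6 and CgA-KO/PS19 replicates 1 and 3 each averaged to 1 sample, the calls of Pde1c, Pde3a and Pde9a in CgA-KO/PS19 and of Pde1b and Pde9a in WT were lost. For Pde3a and Pde9a, PS19 replicate 1 lay apart from the other PS19 libraries, at 3.26 and 10.6 CPM. Pde1b (chromosome 15 from 103503034 to 103530052) was 368 ± 182 CPM in WT, 137 ± 9.26 in PS19 and 205 ± 146 in CgA-KO/PS19. It was higher in WT than in PS19 (log2 fold change 1.43, adjusted p = 0.0377, edgeR), while the difference between CgA-KO/PS19 and PS19 was within the spread of the libraries (log2 fold change 0.59, adjusted p = 0.318, edgeR). The call of Pde1b in WT at an FDR under 0.05 was lost without WT replicate 3 or 5 or without any 1 of the PS19 libraries (adjusted p up to 0.117, edgeR), and with the striatum list's mean level as a covariate its log2 fold change in WT was -0.54. At the Methods threshold, Pde1b in WT and Pde3a in CgA-KO/PS19 passed in all 17 fits without 1 library. Pde9a in CgA-KO/PS19 passed it in 16 of these fits and Pde1b in CgA-KO/PS19 in 0. Pde1a was 254, 237 and 209 CPM and Pde3b 13.6, 12.9 and 13.2 CPM in the 3 genotypes. Neither differed from PS19 in WT (adjusted p = 0.911 and 0.811, edgeR) or in CgA-KO/PS19 (adjusted p = 0.734 and 0.893, edgeR).

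**Figure D3:**
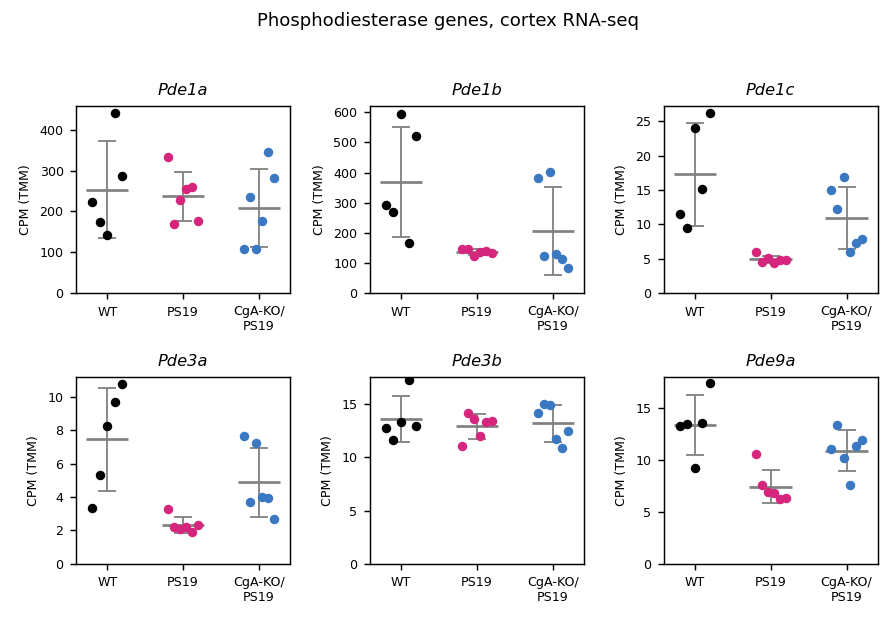
CPM (TMM-normalized) of 6 phosphodiesterase genes in each cortex library of WT, PS19 and CgA-KO/PS19 mice. Each point is 1 library, the long line is the mean and the whiskers are the SD, and all WT points of Pde1b, Pde1c and Pde3a lie above those of PS19.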

Along with the altered expression of Adra1, we also observed a downregulation of phosphodiesterases (PDEs), including PDE1, PDE3, and PDE9, in PS19 mice compared to WT and CgA-KO/PS19 mice (S-Fig. 9A**)**. Since PDEs degrades cAMP - a key second messenger in the adrenergic system, we measured cAMP levels in WT, PS19 and CgA-KO/PS19 mice. As anticipated, PS19 mice exhibited significantly higher cortical cAMP levels compared to WT and CgA-KO/PS19 mice (S-Fig. 9B). Consistently, we observed elevated cortical cAMP levels in AD Braak stage VI compared to Braak stage 0–II samples (S-Fig. 9C). These findings suggest that the upregulation of Adra1 and concurrent downregulation of Adra2 causes an imbalance signaling cascade with sustain elevated cAMP levels, potentially contributing to exacerbated Tau toxicity.

To directly determine the effect of Adra1 signaling on Tau, we treated OTSC with an Adra1 antagonist (Prazosin, PR) or agonist (Phenylephrine, PE) (Fig. 6A). WT and CgA-KO OTSC transduced to express P301S human Tau (AAV2-P301S-hTau) were seeded with K18 Tau fibrils and treated with PR and PE, respectively (Fig. 6B). Three weeks post-treatment, WB analysis revealed significantly lower levels of pTau (S202, S396, and S404) in PR-treated WT slices compared to DMSO-treated controls (Fig. 6B, S-Fig. 10A, B) and higher levels of pTau (S202, S396, and S404) in PE-treated slices compared to PBS-treated controls (Fig. 6B). At baseline, IHC analysis using the MC1 antibody also showed abundant misfolded Tau species in DMSO-treated WT slices (Fig. 6C, S-Fig. 10C) and fewer misfolded Tau species in PBS-treated CgA-KO slices (Fig. 6D). While PR reversed (decreases) MC1 aggregation in WT slices (Fig. 6C), Tau aggregation was reversed (increased) in PE-treated CgA-KO slices (Fig. 6D). These data suggest that Adra1 signaling promotes the development of Tau pathology. Dose-dependent decrease in Tau phosphorylation (S-Fig. 10D) and Tau aggregation (S-Fig. 10E, F) by PR in CgA-KO slices implicate that the inhibition of Tau pathology by CgA-KO is, at least partially, mediated by decreased Adra1 signaling. Likewise, PE caused dose-dependent increase in Tau phosphorylation (S-Fig. 10G) and Tau aggregation (S-Fig. 10H, I) in WT slices, reinforcing adrenergic signaling in Tau pathology.

**Fig. 6:**
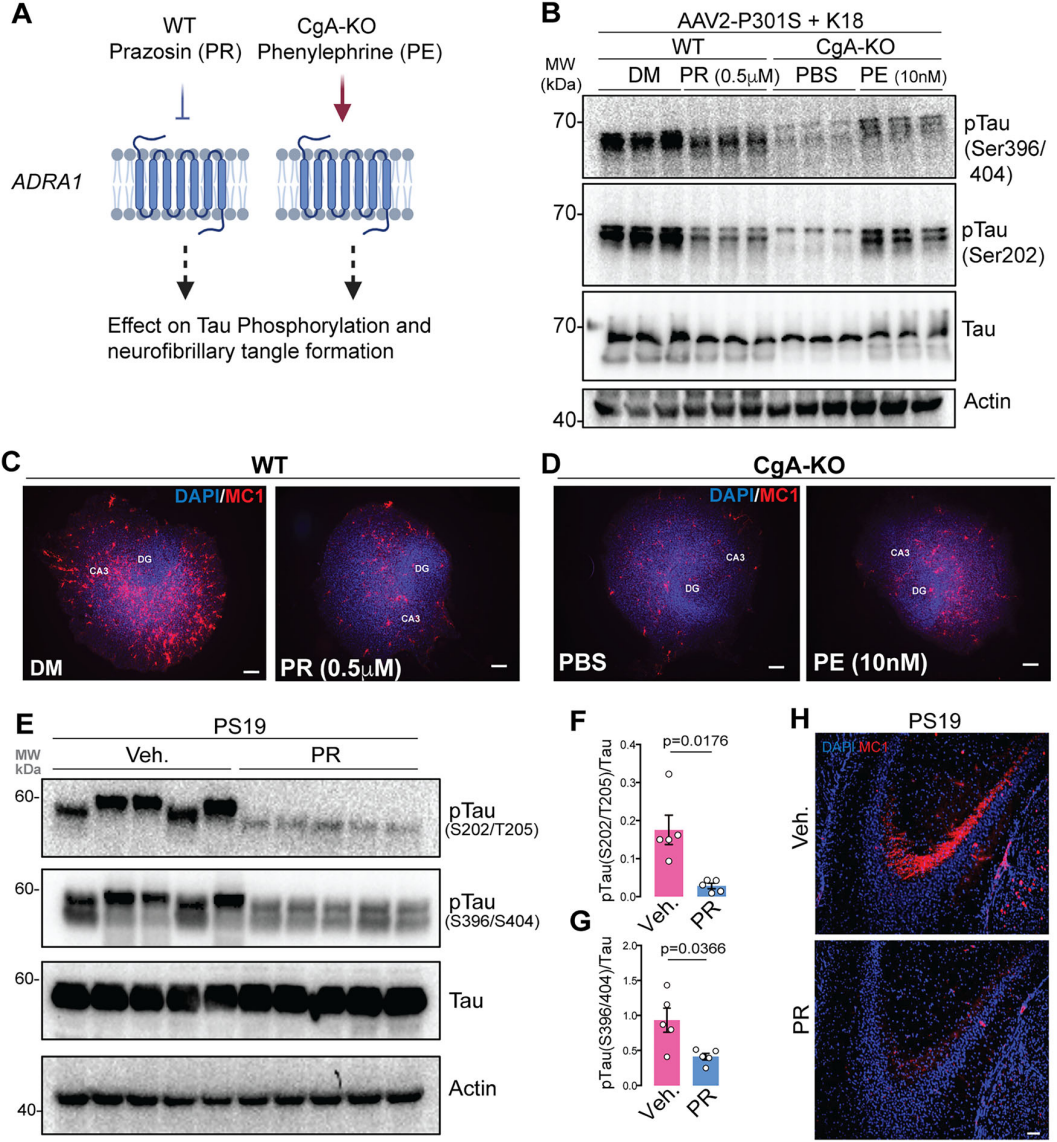
Alpha-1 adrenergic signaling regulates Tauopathy. **A** Schematics showing the rationale of Phenylephrine (Adra1 agonist) and Prazosin (Adra1 antagonist) treatment in WT and CgA-KO hippocampal OTSC to access the Tau aggregation ex-vivo (Created in BioRender^84^). **B** Representative WB showing p-Tau, total tau and actin (loading control) from OTSC lysates upon different treatment. WT hippocampus OTSC treated with DMSO (*n* = 3) and PR (Prazosin) (*n* = 3). CgA-KO hippocampus OTSC treated with PBS (*n* = 3) and PE (Phenylephrine) (*n* = 3). **C** Representative IF images showing MC1+  misfolded Tau species in WT hippocampus OTSC treated with PR (*n* = 6) and DMSO (*n* = 6) control. Scale bar = 200 μm. **D** Representative IF images showing MC1+  misfolded Tau species in CgA-KO hippocampus OTSC treated with PBS (*n* = 6) and PE (*n* = 6). Scale bar = 200 μm. **E** Western Blot of cortex RIPA lysate of Prazosin (PR) treated (*n* = 5) and Vehicle (Veh.) treated (*n* = 5) PS19 mice showing levels of pTau, Tau and actin. **F, G** Densitometric quantification of p-Tau in PR (*n* = 5) and veh. (*n* = 5) treated mice. P-value in F and **G** was calculated using Unpaired two-tailed T-test with Welch’s correction ((**F**) t = 3.757, df = 4.267, (**G**) t = 2.924, df = 4.577). **H** Representative IHC image of MC1 staining in PR and veh. treated mice. Scale bar = 50 µm. Data are presented as mean values +/− SEM. Source data are provided as a Source Data file.

Since PR can cross the blood brain barrier (BBB)^55^, we assessed its potential to reduce Tau pathology in PS19 mice. Six-month-old PS19 mice were treated with PR via weekly (two times a week) intraperitoneal injection for 12 weeks, followed by WB (Fig. 6E–G) and IHC analysis (Fig. 6H). Remarkably, PR treatment significantly reduced levels of pTau (Fig. 6E–G) and misfolded Tau species (Fig. 6H, S-Fig. 10J) in the hippocampus. Collectively, these results strongly suggest that Adra1 activation drives Tau pathology.

### Elevated EPI-Adra1 signaling drives Tau phosphorylation and aggregation

Since EPI and NE both are endogenous agonist of adrenergic receptors, the above results suggest that they both might be involved in Adra1-induced disease progression. Therefore, we assessed EPI and NE levels in the prefrontal cortex (Fig. 7A**;** S-Fig. 11A), hippocampus (Fig. 7B**;** S-Fig. 11B) and cerebrospinal fluid (CSF) (Fig. 7C**;** S-Fig. 11C) from AD patients. Elevated EPI levels were observed in Braak VI AD pre-frontal cortex (Fig. 7A), hippocampus (Fig. 7B), and CSF (Fig. 7C) samples compared to Braak 0-2 samples. No significant change in NE level was detected in prefrontal cortex (S-Fig. 11A) and hippocampus (S-Fig. 11B), whereas CSF levels of NE was decreased **(**S-Fig. 11C**)**. Like AD samples, CBD prefrontal cortical samples also showed higher EPI levels than in normal controls (Fig. 7D). NE levels did not differ between CBD patients and controls samples (S-Fig. 11D). These results are consistent with prior reports showing elevated EPI concentrations in the CSF of AD and dementia patients, correlating with disease progression, while the difference in NE levels between patients and nonpatients was not statistically significant^56^. Strikingly, both EPI and NE levels were elevated in the cortices of PS19 mice compared to WT, CgA-KO, and CgA-KO/PS19 mice (Fig. 7E**;** S-Fig. 11E). Plasma EPI levels were similarly changed in PS19 mice (S-Fig. 11F), whereas NE levels were elevated in PS19 (S-Fig. 11G) but unchanged in CgA-KO and CgA-KO/PS19 mice (S-Fig. 9F, G). These findings are in line with the known involvement of CgA in the secretion and/or metabolism of catecholamine^52^. Given that neither EPI nor NE can cross the BBB, these results suggest that CgA might be critical in regulating brain-residential production of catecholamine. Since EPI levels exhibited consistent increase in PS19 mice and in CBD and AD samples, we focused specifically on EPI.

**Fig. 7:**
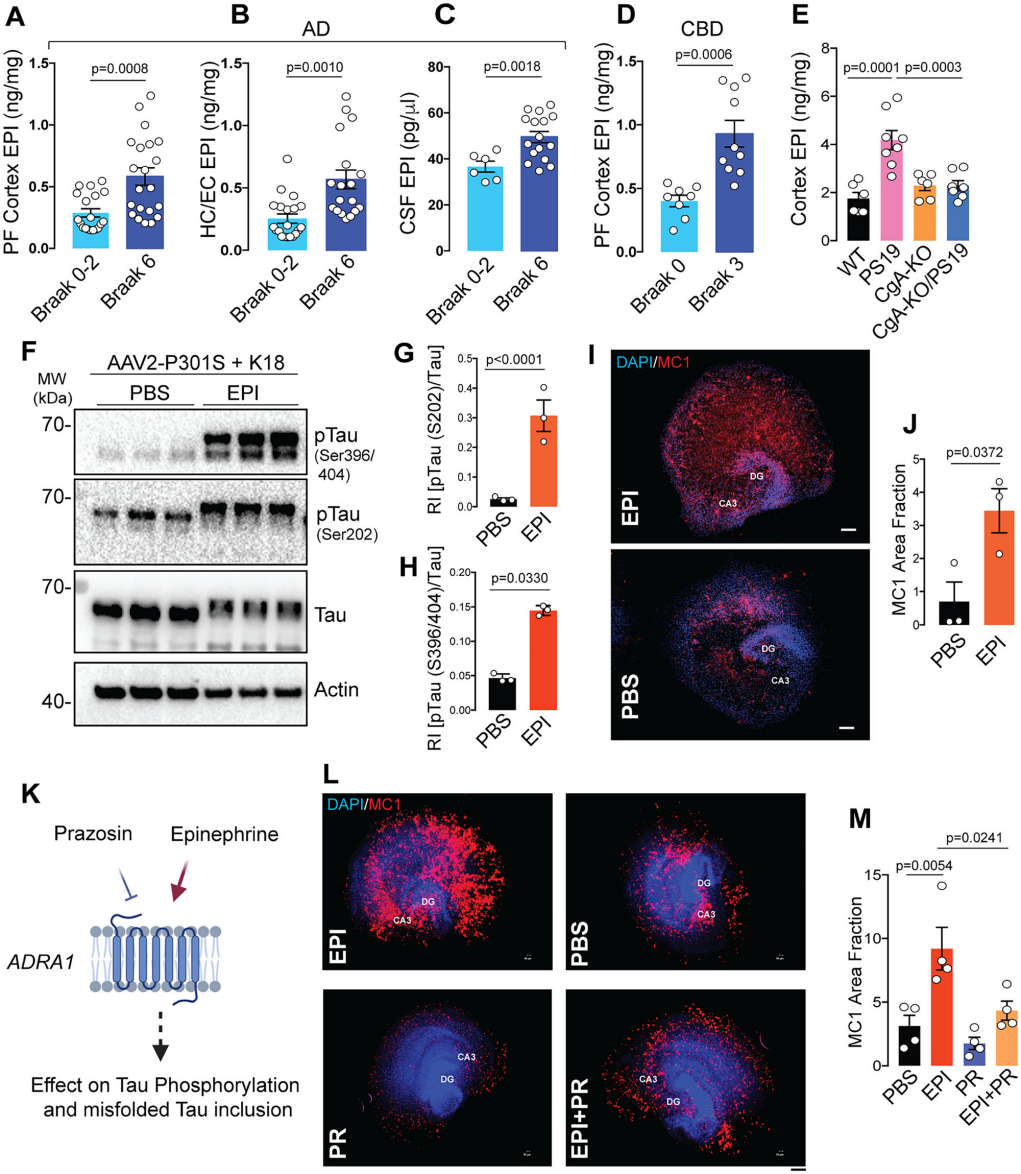
Elevated Epinephrine (EPI) levels in AD, CBD and PS19 transgenic mice samples increases Tauopathy in OTSC through alpha-1 adrenergic signaling. **A** Quantification of epinephrine (EPI) levels in the Pre-frontal (PF) cortex of AD patients from Braak stage 0-2 (*n* = 19) and Braak stage 6 (*n* = 21). P-value was calculated using Unpaired two-tailed T-test with Welch’s correction, t = 3.748, df = 28.57. **B** Quantification of EPI levels in the hippocampus/Entorhinal (HC/EC) cortex of AD patients from Braak stage 0-2 (*n* = 20) and Braak stage 6 (*n* = 18). P-value was calculated using Unpaired two-tailed t-test with Welch’s correction, t = 3.726, df = 24.85. **C** Quantification of EPI levels in the CSF of AD patients from Braak stage 0-2 (*n* = 6) and Braak stage 6 (*n* = 16). P-value was calculated using Unpaired two-tailed t-test with Welch’s correction, t = 3.764, df = 15.17. **D** Quantification of EPI levels in the PF cortex of CBD patients from Braak stage 0 (*n* = 8) and Braak stage 3 (*n* = 10) stages. P-value was calculated using Unpaired two-tailed t-test with Welch’s correction, t = 4.622, df = 12.17. **E** Quantification of EPI levels in the cortex of 9-months old mice WT (*n* = 6), PS19 (*n* = 8), CgA-KO (*n* = 6), and CgA-KO/PS19 (*n* = 7). P-value was calculated using One-way Anova (F_3, 23_ = 1.545, P = 0.2298) Dunnett’s multiple comparison test. **F** WB showing p-Tau, total tau and actin (loading control) in hippocampus OTSC lysates upon EPI treatment. **G** Quantification of WB of Tau phosphorylation at S202 relative to total Tau (*n* = 3). P-value was calculated using Unpaired two-tailed t-test with Welch’s correction, t = 18.32, df = 3.944. **H** Quantification of WB of Tau phosphorylation at S396/S404 relative to total Tau (*n* = 3). P-value was calculated using Unpaired two-tailed T-test with Welch’s correction, t = 5.292, df = 2.025. **I** Representative IF images showing MC1+  misfolded Tau species in hippocampus OTSC treated with EPI (top) or PBS control (bottom). Scale bar = 200 μm. **J** Image J quantification of MC1+ fraction in EPI (*n* = 3) and PBS (*n* = 3) treated hippocampus OTSC. P-value was calculated using Unpaired two-tailed t-test with Welch’s correction, t = 3.095, df = 3.938. **K** Schematic of the use of EPI and prazosin (PR) in OTSC to access Tau phosphorylation and neurofibrillary tangle formation (Created in BioRender^84^). **L** Representative images showing MC1 positive pathological Tau conformations in WT hippocampus OTSC treated with EPI, PBS, EPI+PR. Scale bar = 200 μm. **M** ImageJ quantification of MC1+ Tau conformations in OTSC (*n* = 4, per group). P-value was calculated using One-way Anova (F_3, 12_ = 9.786, P = 0.0015) Sidak’s Multiple Comparisons Test. Data are presented as mean values +/− SEM. Source data are provided as a Source Data file.

To test the effect of EPI on Tau pathology, we performed EPI treatment on WT OTSC expressing P301S human Tau and seeded with K18 fibrils. WB (Fig. 7F–H) and IHC (Fig. 7I, J) analysis showed that EPI significantly induced Tau phosphorylation (Fig. 7F–H) and aggregation (Fig. 7I, J). To further determine if EPI-induced Tau pathology is dependent on CgA, we treated CgA-KO OTSC with EPI and found that EPI failed to induce Tau phosphorylation (S-Fig. 11H–J) or Tau aggregate formation (S-Fig. 11K, L). These observations underscore the potential contribution of elevated EPI levels to the development of Tau pathology, which is regulated by CgA.

To establish the CgA-EPI-Adra1 signaling axis in regulation of Tau pathogenesis, we previously treated CgA-KO OTSC with EPI (S-Fig. 11H–L) and found no significant increase in Tau pathogenic burden. To further confirm CgA-EPI-Adra1 signaling axis in regulation of Tau pathogenesis, we performed co-treatment of EPI and PR in OTSC (Fig. 7K, L). Remarkably, EPI + PR co-treatment significantly reduced EPI-induced increase in Tau aggregation (Fig. 7L, M**)** and Tau phosphorylation **(**S-Fig. 11M–O), indicating that EPI increases Tau pathology via activation of Adra1 signaling.

## Discussion

This study uncovers previously unexplored roles of CgA and EPI in the pathogenesis of Tau in the brains of Tauopathies, including AD, CBD and mouse models (Fig. 8). We discovered that in Tauopathy brains, there are elevated levels of CgA, EPI, and aberrant Adra signaling. Depletion of CgA in P301STau transgenic mice normalized Adra signaling, reduced Tau pathology and ameliorated Tau-mediated neurodegeneration. This highlights the significance of aberrantly elevated EPI signaling as a key contributor to Tau pathogenesis in vivo. These findings align with the clinical observations in CBD and AD patients, where elevated EPI levels have been documented in the CSF^56,57^. Consistently, we observed increased EPI levels in the cortex and hippocampus, along with an increase in Adra1 and a decrease in Adra2 transcripts in AD brains.

**Fig. 8:**
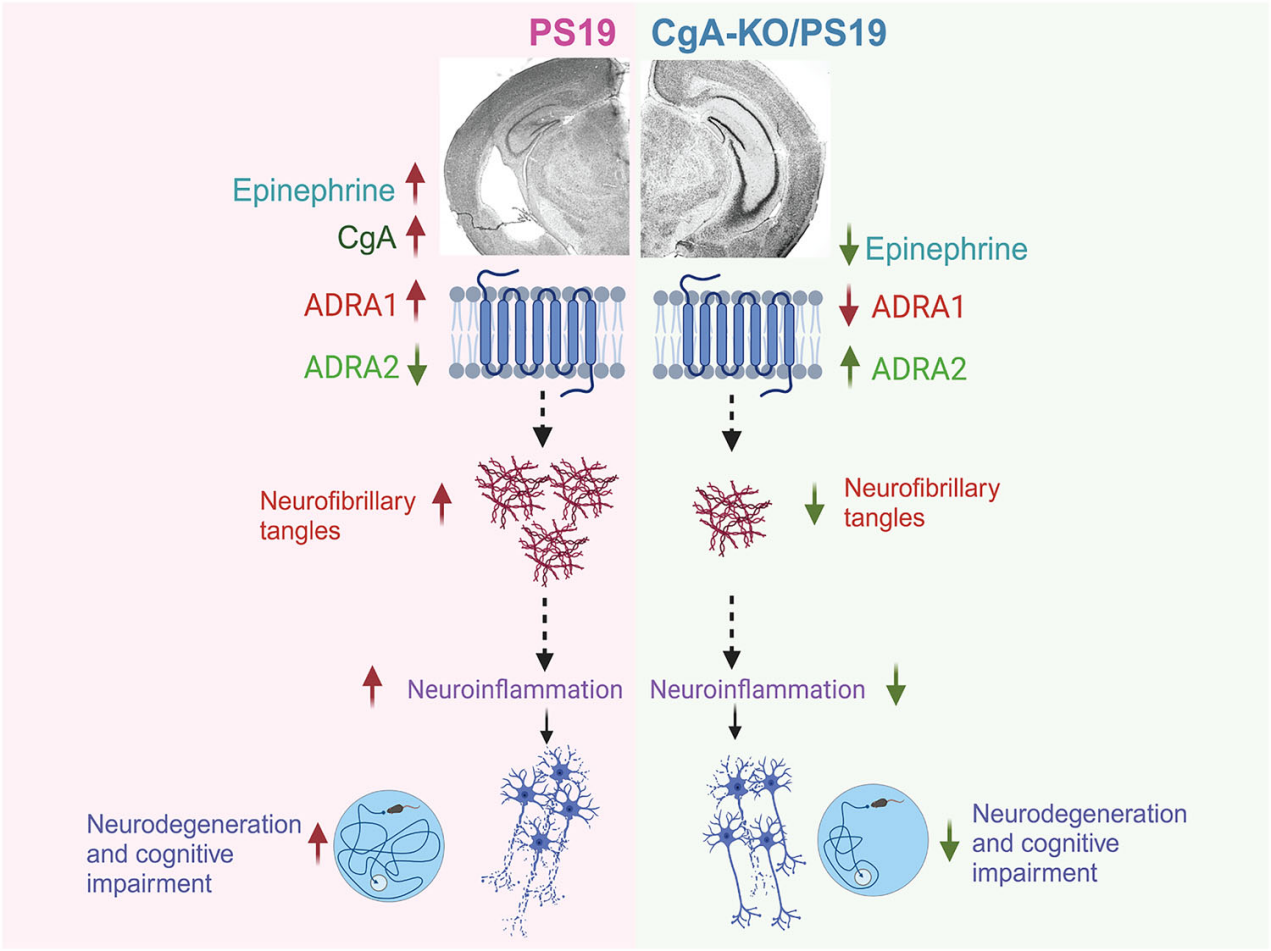
Schematic depicting the role of CgA in Tauopathy. In Tauopathy brains, elevated levels of chromogranin A (CgA) contribute to increased epinephrine (Epi), accompanied by an upregulation of α1-adrenergic receptors and a downregulation of α2-adrenergic receptors. This imbalance in adrenergic signaling promotes the accumulation of pathological Tau, exacerbates neuroinflammation and neurodegeneration, and accelerates cognitive decline. Genetic depletion of CgA in PS19 Tauopathy mice restores the balance in the adrenergic axis, thereby mitigating Tau-related neuropathology and rescuing cognitive function. (Created in BioRender^85^).

Adra1 receptors are intricately linked to G-protein signaling pathways, particularly through Gq, which triggers calcium flux. This calcium influx activates several kinases, including protein kinase C (PKC). Additionally, calcium can activate specific members of the adenylate cyclase family, leading to increased cAMP levels^58^. In contrast, Adra2 receptors, serving as negative regulators in the adrenergic system, induce the inhibitory G protein Gi, blocking adenylyl cyclase and suppressing cAMP production^59^. Activation of Adra2 by EPI in presynaptic neurons blocks their secretion through inhibition of calcium-mediated exocytosis of catecholamine storage vesicles^60^. CST has been reported to inhibit catecholamine secretion from chromaffin cells and hippocampal neurons^15,61^. Therefore, it is likely that the lack of CgA processing into CST and Adra2 downregulation are related and are responsible for enhanced EPI secretion in the brain. This notion is supported by reports that EPI lowers the transcription of the *Adra2a* gene in rat astroglia by acting on Adra1 and Adrb and activating PKC and cAMP^62^. Although the reciprocal relationship of expression levels between Adra1 and Adra2 has not been shown in neurons, their presence in all brain cell types suggests EPI might exert its effect in neurons as well. Our observation that heightened Adra signaling is at least partly responsible for Tau pathogenesis aligns with the previous finding that Adra1 antagonist alleviates memory loss in a mouse model (APP23) of AD^63^. Future research will address the precise mechanism of EPI secretion in the brain. Our observations parallel reports in the rhesus monkey model of AD linking increased Ca^2+^, cAMP, p-Tau, and tangles^64^. However, excess NE, not EPI, was attributed to elevated Adra signaling^59^. Although excess NE could be pathogenic, our observations strongly suggest that the overactive EPI-Adra1 signaling pathway is key to Tau phosphorylation and aggregation in brain regions like the hippocampus and cortex. Collectively, these observations implicate that dysregulation of Adra signaling, including upregulation of Adra1 and down regulation of Adra2, exacerbates Tau pathogenesis.

The concentration of EPI in the brain is ~1000-fold less than in the adrenal medulla. The intriguing question of how brain EPI functions as a neurotransmitter remains unanswered. The exclusive producers of EPI in the brain are the C1 neurons located in the rostral and intermediate portions of the ventrolateral medulla^65^. These neurons express the enzyme phenylethanolamine N-methyltransferase (PNMT)^66^, which converts NE to EPI^67^. Increased expression of PNMT and the resultant production of EPI are believed to be responsible for ~28% reduction in C1 neurons in advanced AD^68,69^. EPI containing C1 neurons project to the noradrenergic neurons in the locus coeruleus (LC) - the sole source of NE production in the brain and inhibit the secretion of NE^70^ at diverse postsynaptic neurons in the hippocampus and cortex. NE not only contributes to neuroprotection^71^ and suppresses neuroinflammation^72,73^ but is a major modulator of behavior^74^. These published reports and our observations prompted us to propose that the surplus EPI produced in C1 neurons of Tauopathy brains leads to aberrant NE secretion in postsynaptic noradrenergic neurons, affecting neuronal health. Thus, C1 EPI might be a pathogenic trigger. Unregulated EPI can also impact glial cells, as they express Adra, potentially triggering inflammation. EPI-induced inflammation has been observed in the lungs, where EPI activates cytokine expression in lung phagocytes^75^. Therefore, unchecked EPI may play a substantial role in microglia activation and neuroinflammation, further contributing to neurodegeneration. Importantly, LC is the brain region affected by Tau pathology at the earliest stage. The C1 nuclei, situated in the medulla oblongata beneath the pons in the brainstem, are responsive to various stressors such as inflammation, hypoglycemia, hypotension, and hypoxia, contributing to the maintenance of physiological homeostasis^65,76^. Given the associations between Tauopathy/AD and inflammation, hyperglycemia, and hypertension and the pivotal role played by C1 neurons in regulating these stresses, it is plausible that EPI from C1 neurons plays a multifaceted role in both health and disease. Future research is necessary to unravel the intricate details of EPI’s role in the brain.

We also observed that in Tauopathy brains, CgA and aggregated Tau are partially colocalized, which could initiate non-physiological processes such as diminished axonal transport, EPI storage and release^52,77^. It has been previously shown that the processing of CgA to CST is diminished in hypertensive subjects (*n* = 215) compared to normotensive subjects (*n* = 452)^78^. Therefore, like in hypertension^78^, this complex might hinder the processing of CgA into its bioactive peptide CST, which possesses anti-inflammatory properties^16,18^, maintains insulin sensitivity^16,17^, and inhibits catecholamine release^15,20,21,61^, thereby modulates Tau pathogenesis. Further studies are essential to elucidate the intricate and dynamic relationship between CgA, CST and Tau, and how they collectively regulate EPI levels. Subsequent experiments should also clarify the spatiotemporal changes of EPI-Adra axis during disease progression, which will inform future strategies for intervention.

## Methods

### Animals

All studies performed on animals were approved by the UCSD and Veteran Affairs San Diego Institutional Animal Care and Use Committee (IACUC) and conform to relevant National Institutes of Health guidelines. Chromogranin A knockout (CgA-KO) mice on a mixed background (50% 129/SvJ; 50% C57BL/6) were backcrossed to C57BL/6 J mice for 7 generations to get CgA-KO mice in C57BL/6 background^22^. *Cre-loxP* gene-targeting strategy was used to generate congenital and whole body CgA-KO mice. CgA is a unique pro-protein having counter-regulatory domains such as PST and CST. The above CgA-KO mice were backcrossed to B6C3F1/J mice for 4 generations to generate CgA-KO mice in B6C3F1/J background (Mahata Lab). These mice were crossed with PS19 (Jackson Lab) heterozygote mice (in B6C3F1/J background) to generate CgA-KO/PS19 mice. Animals were kept in a 12-hour light/12-hour dark cycle. Mice have access to food and water ad libitum. Mice were fed a regular chow diet (NCD: 14% calorie from fat; LabDiet 5P00).

Mice were euthanized using inhalational isoflurane in compliance with institutional IACUC protocols and the AVMA Guidelines for the Euthanasia of Animals (2020). Animals were placed in an induction chamber pre-filled with 3–5% isoflurane in oxygen (flow rate: 1–2 L/min) and continuously monitored until loss of the righting reflex and absence of response to toe pinch, confirming a surgical plane of anesthesia. Under deep anesthesia, tissues were collected, and euthanasia was completed by exsanguination. All animal procedures were approved by the Institutional Animal Care and Use Committee and conducted in accordance with the ARRIVE guidelines.

### Genotyping

Mice were ear-tagged, and tail-snips were collected. Genomic DNA from tail-snips were isolated using the Accustart Genotyping kit and amplified by PCR with Accustart Geltrack PCR supermix. Primers used for PS19 genotyping are Forward (WT and mutant): 5′ TTG AAG TTG GGT TAT CAA TTT GG 3′, Reverse (WT): 5′ TTC TTG GAA CAC AAA CCA TTT C 3′, Reverse (Mutant): 5′ AAA TTC CTC AGC AAC TGT GGT 3′. Primers used for *Chga* genotyping are Forward: 5′GTA GCA TGG CCA CTA CCC AG 3′ and Reverse: 5′ ATC CTT CAG AGC CCC TCC TT 3′.

### Hippocampal slice culture

Organotypic hippocampal slice cultures (OTSC) were performed with hippocampal slices obtained from postnatal day 7-8 pups of WT or CgA-KO mice as described previously (Croft, Noble, 2018). Pups were culled by decapitation, and the hippocampus was quickly dissected in oxygenated artificial cerebrospinal fluid (ACSF). Approximately 18-24 400 μm thick slices were cut using a tissue chopper, and these were cultured in Millicell culture inserts (Millipore) in 6 well plates (6-8 slices per insert). Culture media was changed every 2-3 days, and the slices were harvested after 21 or 28 days. The composition of ACSF was 125 mM NaCl, 2.4 mM KCl, 1.2 mM NaH_2_PO_4_, 1 mM CaCl_2_, 2 mM MgCl_2_, 25 mM NaHCO_3_, and 25 mM Glucose. The composition of OTSC culture media was 25 mM HEPES, 133 mM NaCl, 31 mM NaHCO_3_, 45 mM D-Glucose, 5 mM KCl, 3.3 mM MgSO_4_, 4.5 mM CaCl_2_, 1 mM Na_2_HPO_4_, 0.5 mM Ascorbic Acid, 1.25 ml Pen-Strep, 2.5 ml Glut-Max, 62.5 ml Heat Inactivated Horse Serum and 82.5μl Insulin. To evaluate tau spreading, organotypic hippocampal slices were fixed in 4% paraformaldehyde (PFA) at room temperature for 4 hours. Following fixation, slices were permeabilized overnight in 1% Triton X-100 in PBS. Antigen retrieval was performed using citrate buffer (pH 6.0) under low pressure for 15 minutes. Slices were then blocked in 20% bovine serum albumin (BSA) with 0.4% Triton X-100 for 3 hours at room temperature. Slices were incubated with primary antibodies for 48 hours at 4°C. Afterward, they were washed six times for 10 minutes each in PBS, followed by incubation with fluorophore-conjugated secondary antibodies and DAPI for 2 hours at room temperature. Finally, slices were washed an additional six times for 10 minutes in PBS, mounted together with their membrane inserts onto glass slides, and coverslipped using Fluoromount-G.

### In vitro fibril-induced Tau spreading assay

Hippocampal slices were transduced with AAV viral vector expressing P301S human Tau (AAV2-smCBA-human_P301S_Tau-WPRE; 2×10^10^/mL) for 24 h. AAV was removed from culture media and K18 (preformed Tau fibrils; 1.5 μg/mL) were added before incubation for 72 h. Subsequently, fresh media without or with Phenylephrine:10 nM, Prazosin:0.5μM, or Epinephrine: 10 nM, was applied as indicated. Slices were harvested on day 21 for Western blot analysis and immunohistochemistry.

### In vivo fibril-induced Tau spreading assay

Mice were anesthetized with inhalation of 2% isoflurane for the duration of surgery and secured on a stereotaxic frame (Kopf Instruments). 3-month-old PS19 and CgA-KO/PS19 mice were injected stereotaxically at a rate of 0.5 μl/min, with 2 μL of 5 mg/ml K18 PFF into the CA1 region of the left hippocampus. The coordinates for injection were anterior-posterior − 2.5, medial-lateral + 2.0, dorsal-ventral −1.8. Mice were sacrificed 6 weeks after injection and transcardially perfused with PBS for immunohistochemistry analysis of Tau aggregation (MC1 + ) in the ipsilateral and contralateral sides.

### K18 purification and in vitro Fibril formation

The repeat domains (K18) of P301L mutant Tau with a Myc Tag was expressed in *E. coli* BL21 (DE3) strain. NaCl (500 mM) and betaine (10 mM), a small molecule chaperone, were added before induction with IPTG (200 μM) at 30 °C for 3.5 h. Cells were resuspended in lysis buffer (20 mM MES, pH 6.8, 1 mM EGTA, 0.2 mM MgCl_2_, 1 mM PMSF, 5 mM DTT), and passed through a microfluidizer for lysis. After lysis, 5 M NaCl was added to a final concentration of 500 mM followed by heating at 90 °C for 20 min. was clarified by centrifugation and was dialyzed overnight (Buffer A: 50 mM NaCl, 1 mM MgCl_2_, 0.1 mM PMSF, 2 mM DTT, 1 mM EGTA, 20 mM MES pH 6,8) to obtain the Tau-containing supernatant. Subsequently, cation exchange (HiTrap SP HP, 5 ml column from Cytiva) was performed to purify K18. The degradation products and other impurities were removed by running 15% elution buffer (50 mM NaCl, 1 mM MgCl_2_, 0.1 mM PMSF, 2 mM DTT, 1 mM EGTA, 20 mM MES pH 6,8, 1 M NaCl). Subsequently, 15-60% gradient (NaCl gradient from 50 mM to 1 M) of NaCl was used to obtain pure K18, which was concentrated and further dialyzed against assay buffer (PBS pH 7.4, 1 mM DTT and 2 mM MgCl_2_). A 10μM concentration of Tau was incubated in assay buffer for 36 h at 37 °C) upon adding 44μg/ml Heparin. The aggregates formed were snap frozen at −80 °C till further use.

### Transmission electron microscopy

Deeply anesthetized mice were flushed with a pre-warmed (37 °C) Hank’s balanced salt solution (HBSS), with calcium and magnesium by cardiac perfusion with freshly prepared pre-warmed (37 °C) fixative containing 2.5% glutaraldehyde and 2% paraformaldehyde in 0.15 M cacodylate buffer using a peristaltic pump. The hippocampus and cortex were dissected and postfixed in 1% OsO_4_ in 0.1 M cacodylate buffer. The tissues were stained *en bloc* with 2-3% uranyl acetate and dehydrated in graded ethanol series. Sections of 50-60 nm thickness were cut, stained with 2% uranyl acetate and Sato’s lead stain. Grids were imaged with a JEOL JEM1400-plus TEM (JEOL, Peabody, MA) attached to a Gatan OneView digital camera with 4k x 4k resolution (Gatan, Pleasanton, CA).

### Measurement of catecholamines

Cortical and plasma catecholamines were measured upon separation by an Atlantis dC18 column (100 A, 3 µm, 3 mm×100 mm) on an ACQUITY UPLC H-Class System attached to an electrochemical detector (ECD model 2465; Waters Corp, Milford, MA) as described previously^18,79^. The mobile phase (isocratic: 0.3 ml/min) contained 95:5 (vol/vol) of phosphate-citrate buffer and acetonitrile. An internal standard 3.4-dihydroxybenzylamine (DHBA 400 ng) was added to the cortical homogenate in 0.1 N HCl. The ECD was set at 500 pA for determination of brain catecholamines. For determination of CSF catecholamines, DHBA (2 ng) was added to 150 µl CSF and adsorbed with ~15 mg of activated aluminum oxide for 10 min in a rotating shaker. After washing with 1 ml water, adsorbed catecholamines were eluted with 100 µl of 0.1 N HCl. The ECD was set at 500 pA for determination of CSF catecholamines. The data were analyzed using Empower software (Waters Corp, Milford, MA). Catecholamine levels were assessed using the internal standard. Catecholamine levels were provided in nM (CSF) or ng/mg protein. For determination of plasma catecholamines, DHBA (2 ng) was added to 150 μl plasma and adsorbed with ~15 mg of activated aluminum oxide for 10 min in a rotating shaker. After washing with 1 ml water adsorbed catecholamines were eluted with 100 μl of 0.1 N HCl. The ECD was set at 500 pA for determination of plasma catecholamines. The data were analyzed using Empower software (Waters Corp, Milford, MA). Catecholamine levels were normalized with the recovery of the internal standard. Tissue and plasma catecholamines were expressed as ng/mg and ng/ml, respectively. Patient sample details are mentioned in Supplementary Table 1 and Supplementary Table 2.

### Measurement of cytokines

Cortices from PS19, CgA-KO/PS19, WT and CgA-KO were homogenized in PBS followed by centrifugation at 12500 RPM for 30 min at 4 °C. The supernatant was collected and used in ELISA. Cytokines were measured using U-PLEX mouse cytokine assay kit (Meso Scale Diagnostics, Rockville, MD) following the manufacturer’s protocol in a MESO SECTOR S 600MM Ultra-Sensitive Plate Imager. The levels were presented in pg/mg protein. Plasma (25 µl) cytokines were measured using U-PLEX mouse cytokine assay kit (Meso Scale Diagnostics, Rockville, MD).

### Behavioral Studies

Behavioral studies including, Morris Water Maze, Novel Object Recognition and Rotarod test for all four cohorts of mice were performed in UCSD behavior core facility.

#### Morris Water Maze (MWM) test

MWM test is a long-term memory test where a chamber is filled with opaque water and there is a submerged platform under the surface. Training was carried out in the period of day1 to day7 for the hidden platform where mice were guided to reach the platform and trial was ended if they reached and are stationary on the platform for 5 seconds. Both distance and time were recorded for each mouse. On day8, the mice were dropped 180 °C opposite of the location of the platform but without the platform in the chamber. Animals were allowed to swim for a maximum of 40 sec before being guided to the platform by the experimentalist. The number of times each mice entering the correct zone was recorded. Separately, the hidden platform was provided, and the time taken by each mouse to reach the platform was recorded and represented as latency.

#### Novel object recognition (NOR) test

In NOR, the mice was left to spend with time with a known object for 180 seconds on day1. The time for which the mouse explored the unknown object was recorded. On day2, a new object is introduced in addition to the old object. It is expected that the mouse will spend more time with the new introduced object for curiosity, if it can remember the old object. The total time spend by mice with the new object on day2 determines the degree of memory loss and represented as (Time with new object X 100)/Time with new + old object.

#### Rotarod test

Rotarod test was performed to evaluate the motor functions in mice. In this test there was a horizontal rod which rotates around its axis and the mice must co-ordinate with the movement so that they don’t fall off. The time for which they can stay on the rod determines their motor function. On day 1 each mice undergo five trials on the rotarod. On day 2, each mice undergo seven trials and time from each trial is plotted and compared.

### Tau seeding assay

Human Tau RD P301S FRET biosensor expressing HEK 293 cells (ATCC CRL-3275) were plated on Millipore EZ chambered slide at a confluency of 1 ×103 Cells / well in DMEM Complete media (DMEM with 10%FBS + 100 μg penicillin and streptomycin). After 16 h, the media is replaced with OptiMEM and cells were treated with 2 μg lysate from CgA-KO/PS19 and PS19 cortex prepared in PBS and 4 μl Lipofectamine-3000. Post 24 h of treatment the media is replaced with complete DMEM. After 24 h the media was removed, and cells were fixed with 4% Paraformaldehyde and stained with DAPI. Cells were mounted and images were taken using Keyence Fluorescence Microscope under 40X lens. Four biological replicates per group were taken and 4 images each group were analyzed by ImageJ for quantification.

### Immunohistochemistry

Isoflurane was used to anesthetize the mice followed by trans-cardial perfusion with PBS. The brain was dissected out and kept in Zn-Formalin for 48 hr. After that, Zn-Formalin is replaced with 30% sucrose incubated for 72 hr at 4 °C. The brains underwent coronal sectioning of 30 μm thick by sliding freezing microtome (Epredia). The sections were kept at −20 °C in cryoprotectant. Approximately 7-8 sections were taken for each animal covering from anterior to posterior region of hippocampus. The sections were washed thoroughly (6×10 min wash) with 1X PBS and then incubated with primary antibody in PBS containing 0.4% Triton-X for 24 hr at 4 °C. Following which the primary antibody is removed and washed with 1X PBS for 3X 15 min. Subsequently, the secondary antibody and DAPI (1:2000) were added and incubated for 1 hr at room temperature followed by 3X 15 min PBS wash. Next, the sections were mounted on glass slides with Fluoromount G. The stained slides were imaged under Keyence Fluorescence Microscope. Antibodies used are as follows: AT8 (1:500, Thermo Fisher Science Cat# MN1020), MC1 (1:500, Gift from P. Davies), CD68 (1:700, BIO-RAD Cat# MCA1957GA), GFAP (1:500, Cell Signaling Technology Cat# 3670), ADRA1B (1:500, Abcam, Cat# AB 169523), CgA (1:400, Invitrogen Cat# MA5-13093), NeuN (1:500, Proteintech 66836-1-Ig), Anti-mouse Alexa Fluor 568 (1:300, Invitrogen Cat# A11031), Anti-rabbit Alexa Fluor 488 (1:300, Invitrogen Cat# A10042), Strep-Alexa Fluor 568 (1:500, Thermo Fisher Science Cat#S11226), Strep-Alexa Fluor 647 (1:500, Thermo Fisher Science Cat#S32357).

Paraffin-embedded brain slices pre-mounted on slides from ADRC were de-paraffinized in xylene for 10 mins, followed by rehydration with sequential incubation in 100%, 90%, 70% EtOH, 5 mins each. Sections were placed in Citrate buffer (pH 6) solution in a pressure cooker at low pressure for 10 minutes for antigen retrieval. The slides were blocked (2.5% Normal Goat Serum for 1 hr at room temperature) and incubated with primary antibody for overnight at 4  °C, followed by 3X PBS wash for 15 min each. Next, a secondary antibody and DAPI (1:2000, Thermo Fisher Cat #D3571) were added and incubated for an hour at room temperature. After this, slides were dried and mounted with Fluoromount G. Images were taken with the Keyence Fluorescence microscope.

### Nissl Staining, Volumetric analysis and DG, CA1, and CA3 thickness measurement

Investigators were blinded to the genotypes or treatment of the mice. For quantification of hippocampal volume, mice hemibrains were cut at 30 μm coronally, and all hippocampi, including sections, were collected. Brain sections were mounted on microscope slides (Fisher Scientific) in an anterior-to-posterior order, starting from the section where the hippocampal structure first becomes visible (first section) to the section where hippocampal structure just disappears (last section). Mice with missing sections were excluded from the analyses, a pre-established criterion. Mounted brain sections were dried at room temperature for 24 h and stained with cresyl violet (Nissl staining). After rehydrating with a quick wash in distilled water, sections were stained in FD Cresyl Violet Solution for 3 min. Next, sections were dehydrated in increasing ethanol concentrations and differentiated in 95% ethanol with 0.1% glacial acetic acid. After the final dehydration in 100% ethanol, sections were cleared in xylene and mounted with DePeX mounting media (VWR). Images were acquired with a Keyence BZ-9000 microscope. Hippocampal volume was estimated using ImageJ (NIH) Volumest plugin (http://lepo.it.da.ut.ee/~markkom/volumest/). To measure the thickness of CA1 pyramidal cell layer and dentate gyrus granule cells layer, a straight line perpendicular to the length of cell layers at fixed locations was drawn and measured using ImageJ.10–12 hippocampal-containing sections were typically used for each analysis.

### Western blotting

15 mg tissue was incubated in RIPA buffer (150 mM NaCl, 1% Triton-X, 12 mM Na-deoxycholate, 0.1% SDS, 50 mM Tris pH 8.0, 25 mM EDTA, 1 mM PMSF, 5% Glycerol, 50 mM NaF, 1 mM Na_3_VO_4_, 1 mM Na_4_P_2_O_7_, 25 mM β-Glycerophosphate, 50 mM DTT and PIC) for 10 min. Homogenization was done by handheld motor homogenizer, followed by centrifugation at 12500 rpm for 30 min at 4 °C. The supernatant was collected, and protein concentration was measured using Bradford Protein Assay Reagent. 15μg protein was loaded in each lane of 12% Tris-Glycine SDS Gel and post-running protein was transferred to PVDF membrane followed by blocking with 5% BSA for 2hrs. Primary antibody incubation was done at 4 °C. Antibodies and dilution used as follows: AT8 (1:3000, Thermo Fisher Science Cat# MN1020), PHF1 (1:4000, Gift from P. Davies), CP13 (1:2000, Gift from P. Davies), HT7 (1:8000, Thermo Fisher Science Cat# MN1000), Actin (1:8000, Bio-Bharati, Cat# BB-AB0024), ADRA1B (1:2000, Abcam, Cat# AB 169523), ADRA2B (1:2000, Proteintech, Cat# 19778-1-AP), ADRB2 (1:2000, Cell Signaling Technology, Cat# 8513S), Alpha-Tubulin (1:6000, Cell Signaling Technology, Cat# 3873), CgA (1:2000, Invitrogen Cat# MA5-13093), Anti-Mouse-HRP (1:10000, Sigma, Cat# A0168), Anti-Rabbit-HRP (1:10000, Sigma, Cat# A0545), Strep-HRP (1:6000, Thermo Fisher Science Cat#N100).

### cAMP measurement

The cortex tissue samples from mice or human were lysed in PBS along with PDE inhibitor (IBMX) and PIC (SIGMA) with homogenizer followed by centrifugation at 12500 rpm for 20 min at 4 °C. The cAMP level in the supernatant was analyzed using Perkin Elmer cAMP measurement kit as described in the manual. Briefly, the tissue lysate was incubated with anti-cAMP acceptor beads in corning dark 384 well plate and incubated for 30 min at room temperature in dark. Subsequently, biotinylated cAMP/streptavidin beads were added, and incubated at room temperature in dark for 1 h. Excitation was performed at 680 nm wave-length light and emission was measured at 550 nM to determine the cAMP concentration based on the standard curve.

### In vivo Prazosin treatment

The prazosin treatment was administered with utmost care in 6-month-old PS19 mice at a 2 mg/kg body weight dose^80^. A stock concentration of Prazosin was made at 10 mg/ml in DMSO and stored at −20  °C. At the time of injection, the solution was warmed up to 37  °C and diluted in saline containing 10% DMSO. Saline containing 10% DMSO was used for the vehicle-treated experimental set. The mice received treatment twice a week for 12 consecutive weeks, after which they were sacrificed. Half of their brain was frozen for biochemical assays (western blotting) and the other half was fixed with Zn-formalin for immunohistochemistry.

### Cortical Neuronal Culture

Primary neuronal cultures were established from cortices of mouse pups on postnatal day 0 or 1. The cerebral cortices of 3-4 pups were dissected on ice, meninges removed and placed in the cold dissection medium (DM) consisting of 6 mM MgCl_2_, 0.25 mM CaCl_2_, 10 mM HEPEs (100X), 0.9% Glucose, 20 mM D-AP5 (Cayman, NC1368401), and 5 mM NBQX (Tocris Bioscience, 10-441-0). The tissues were digested with papain (Worthington, LK003176) in 37 C water bath for 20 min, followed by low OVO and DNase I incubation to stop the digestion for 5 min. The digested tissues were triturated and filtered through 70 mm cell strainer. The cell suspension was centrifuged at 1000 rpm for 10 min, and the cell pellet was gently resuspended in 20 mL B27/NBM/High glucose media and centrifuged again at 850 rpm for 5 min. The resulting cell pellet was resuspended in B27/NBM (1 mL/mouse brain). The cells were counted and plated onto the coverslips at 250,000 in 24-well plates for immunofluorescent imaging. Antibodies used: MAP2 (1:400, Millipore-Sigma Cat#AB-5622), MC1 (1:500, Gift from P. Davies).

### In vitro fibril-induced Tau spreading model

The in vitro fibril-induced Tau spreading model was adapted and modified from previously described^48^. Briefly, primary neurons cultured on coverslips were infected with AAV-P301S PS19 (Virovek, Inc.) on DIV3, and synthetic Tau fibrils (K18/P301L, 100 nM) were added to the medium on DIV5. Neurons without AAV infection (AAV-) and neurons treated with PBS instead of fibrils were included as negative controls. Neurons were incubated with the fibrils for 7–10 days. To test the effect of CgA treatment, recombinant CgA (5 ng/ml; R, D 10422-CH) were added to the culture medium together with the fibrils and replenished once after 3 days. Immunofluorescence staining using the MC1 antibody (1:500) was performed to detect misfolded Tau species. Briefly, neurons grown on coverslips were washed with fresh medium containing 0.01% trypsin, and fixed in fresh 4% PFA with 0.1% Triton-X, followed by regular immunofluorescence staining procedure.

### RNA extraction and qPCR

RNA was isolated using TRIzol reagent and extracted further with phenol-chloroform method. RNA concentration was measured using Thermo Nanodrop and cDNA was synthesized from 500 ng of total RNA using Maxima RT cDNA synthesis kit. SYBR green containing NEB Luna qPCR mix was used to set up the qPCR in Bio-Rad qPCR machine (Primer details mentioned in Supplementary Table 3).

### RNA-seq library preparation and analysis

Total RNA was isolated from prefrontal cortex of 8-month-old mouse using RNeasy kit (Qiagen). RNA amount was quantified by ‘Nanodrop’ spectrophotometer and integrity was assessed by TapeStation (Agilent). Complementary DNA libraries were prepared from 500 ng of total RNA using the mRNA HyperPrep Kit (KAPA) according to manufacturer’s recommendations with Unique Dual-Indexed adapters (KAPA). Libraries were PCR-amplified for 10 cycles and quality was assessed by Tapestation. Libraries were then quantified by Qubit 2.0 fluorometer (Thermo), pooled, and analyzed by paired-end 100 sequencing on the NovaSeq 6000 platform (Illumina) at UCSD IGM Core.

### RNA-Seq Analysis

RNA samples were first assessed for Sequencing quality by FASTQC and libraries with high quality reads were trimmed using Trimmomatic (v0.39). Reads were mapped to the mm10 mouse reference genome using STAR (v2.7.10b) and transcripts were quantified by StringTie (v1.3.6). Transcript counts were imported to R using prepDE.py3 for normalization and differential expression was analyzed by DESeq2 (v1.42.0). Gene clusters among differentially expressed genes were identified as common genes in comparisons of WT vs PS19 and CgA-KO/PS19 vs PS19 with log2 fold-change > +/− 0.5 and p value < 0.01. For gene ontology analysis, the enrichGO function from clusterProfiler (v4.10.0) (Yu et al., 2012) with the org.Mm.eg.db (v3.18.0) was used. Results were annotated along ontology of biological processes with the following parameters: p-value Cutoff = 0.05, q-value Cutoff = 0.05, and pAdjustMethod = ‘BH’ (Benjamani and Hochberg).

### Human Transcriptomics Data Analysis

For human transcript analysis, normalized data of gene expression in parahippocampal gyrus (Brodmann area 36) was obtained from Mount Sinai Brain Bank (MSBB) through the Synapse platform (syn16795937). Total number of samples for each Braak stage considered for analysis is mentioned in Supplementary Table 4.

### Statistics

In figure legends ‘n’ represents the biological replicates for the group. In all in vivo experiments the male and female ratio of 50% was maintained. Normality was tested by Shapiro-Wilk test using GraphPad Prism version 10.4.1. Data were analyzed using unpaired two-tailed T-test, One-way or Two-way ANOVA as mentioned in the figure legends of each figure. Exact p-values are mentioned in the figures. Data are presented as mean values +/− SEM. In all figures except S-Fig4, n represents the number of biological replicates in the experiment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The bulk RNA seq data has been generated in this study and deposited at GEO under accession code GSE274459. Source data for all the figures are provided in Source Data File. Source data are provided with this paper.

## References

[1] Blaschko, H., Comline, R. S., Schneider, F. H., Silver, M. & Smith, A. D. Secretion of a chromaffin granule protein, chromogranin, from the adrenal gland after splanchnic stimulation. *Nature***215**, 58–59 (1967).6053402 10.1038/215058a0

[2] Mosley, C. A. et al. Biogenesis of the secretory granule: chromogranin A coiled-coil structure results in unusual physical properties and suggests a mechanism for granule core condensation. *Biochemistry***46**, 10999–11012 (2007).17718510 10.1021/bi700704r

[3] Winkler, H. & Fischer-Colbrie, R. The chromogranins A and B: the first 25 years and future perspectives. *Neuroscience***49**, 497–528 (1992).1501763 10.1016/0306-4522(92)90222-NPMC7131462

[4] Bartolomucci, A. et al. The extended granin family: structure, function, and biomedical implications. *Endocr. Rev.***32**, 755–797 (2011).21862681 10.1210/er.2010-0027PMC3591675

[5] Schober, M., Howe, P. R., Sperk, G., Fischer-Colbrie, R. & Winkler, H. An increased pool of secretory hormones and peptides in adrenal medulla of stroke-prone spontaneously hypertensive rats. *Hypertension***13**, 469–474 (1989).2566578 10.1161/01.hyp.13.5.469

[6] O’Connor, D. T. et al. Catecholamine storage vesicle protein expression in genetic hypertension. *Blood Press***8**, 285–295 (1999).10803489 10.1080/080370599439508

[7] Takiyyuddin, M. A. et al. Catecholamine secretory vesicles. Augmented chromogranins and amines in secondary hypertension. *Hypertension***21**, 674–679 (1993).8491501 10.1161/01.hyp.21.5.674

[8] Kim, T., Tao-Cheng, J., Eiden, L. E. & Loh, Y. P. Chromogranin A, an “On/Off” switch controlling dense-core secretory granule biogenesis. *Cell***106**, 499–509 (2001).11525735 10.1016/s0092-8674(01)00459-7

[9] Taupenot, L. et al. Identification of a novel sorting determinant for the regulated pathway in the secretory protein chromogranin A. *J. Cell Sci.***115**, 4827–4841 (2002).12432071 10.1242/jcs.00140

[10] Tatemoto, K. et al. Pancreastatin, a novel pancreatic peptide that inhibits insulin secretion. *Nature***324**, 476–478 (1986).3537810 10.1038/324476a0

[11] Gayen, J. R. et al. A novel pathway of insulin sensitivity in chromogranin a null mice: A crucial role for pancreastatin in glucose homeostasis. *J. Biol. Chem.***284**, 28498–28509 (2009).19706599 10.1074/jbc.M109.020636PMC2781393

[12] O’Connor, D. T. et al. Pancreastatin: multiple actions on human intermediary metabolism in vivo, variation in disease, and naturally occurring functional genetic polymorphism. *J. Clin. Endocrinol. Metab.***90**, 5414–5425 (2005).15956083 10.1210/jc.2005-0408

[13] Bandyopadhyay, G. K. et al. Pancreastatin-dependent inflammatory signaling mediates obesity-induced insulin resistance. *Diabetes***64**, 104–116 (2015).25048197 10.2337/db13-1747

[14] Sanchez-Margalet, V., Gonzalez-Yanes, C., Najib, S. & Santos-Alvarez, J. Metabolic effects and mechanism of action of the chromogranin A-derived peptide pancreastatin. *Regul. Pept.***161**, 8–14 (2010).20184923 10.1016/j.regpep.2010.02.005

[15] Mahata, S. K. et al. Novel autocrine feedback control of catecholamine release. A discrete chromogranin A fragment is a noncompetitive nicotinic cholinergic antagonist. *J. Clin. Invest***100**, 1623–1633 (1997).9294131 10.1172/JCI119686PMC508344

[16] Ying, W. et al. Catestatin inhibits obesity-induced macrophage infiltration and inflammation in the liver and suppresses hepatic glucose production, leading to improved insulin sensitivity. *Diabetes***67**, 841–848 (2018).29432123 10.2337/db17-0788PMC6463753

[17] Dasgupta, A. et al. Catestatin improves insulin sensitivity by attenuating endoplasmic reticulum stress: In vivo and in silico validation. *Comput Struct. Biotechnol. J.***18**, 464–481 (2020).32180905 10.1016/j.csbj.2020.02.005PMC7063178

[18] Ying, W. et al. Immunosuppression of macrophages underlies the cardioprotective effects of CST (Catestatin). *Hypertension***77**, 1670–1682 (2021).33826401 10.1161/HYPERTENSIONAHA.120.16809PMC8116433

[19] Bandyopadhyay, G. K. et al. Catestatin (chromogranin A(352-372)) and novel effects on mobilization of fat from adipose tissue through regulation of adrenergic and leptin signaling. *J. Biol. Chem.***287**, 23141–23151 (2012).22535963 10.1074/jbc.M111.335877PMC3391131

[20] Mahata, S. K., Mahata, M., Wakade, A. R. & O’Connor, D. T. Primary structure and function of the catecholamine release inhibitory peptide catestatin (chromogranin A344-364): Identification of amino acid residues crucial for activity. *Mol. Endocrinol.***14**, 1525–1535 (2000).11043569 10.1210/mend.14.10.0531

[21] Mahata, S. K. et al. Catecholamine secretory vesicle stimulus-transcription coupling in vivo. Demonstration by a novel transgenic promoter/photoprotein reporter and inhibition of secretion and transcription by the chromogranin A fragment catestatin. *J. Biol. Chem.***278**, 32058–32067 (2003).12799369 10.1074/jbc.M305545200

[22] Mahapatra, N. R. et al. Hypertension from targeted ablation of chromogranin A can be rescued by the human ortholog. *J. Clin. Invest***115**, 1942–1952 (2005).16007257 10.1172/JCI24354PMC1159140

[23] Kennedy, B. P., Mahata, S. K., O’Connor, D. T. & Ziegler, M. G. Mechanism of cardiovascular actions of the chromogranin A fragment catestatin in vivo. *Peptides***19**, 1241–1248 (1998).9786174 10.1016/s0196-9781(98)00086-2

[24] Biswas, N. et al. Novel peptide isomer strategy for stable inhibition of catecholamine release: application to hypertension. *Hypertension***60**, 1552–1559 (2012).23129699 10.1161/HYPERTENSIONAHA.112.202127PMC3523723

[25] Avolio, E. et al. Antihypertensive and neuroprotective effects of catestatin in spontaneously hypertensive rats: Interaction with GABAergic transmission in amygdala and brainstem. *Neuroscience***270**, 48–57 (2014).24731867 10.1016/j.neuroscience.2014.04.001PMC10843893

[26] Mahata, S. K. et al. Distribution of mRNAs for chromogranins A and B and secretogranin II in rat brain. *Eur. J. Neurosci.***3**, 895–904 (1991).12106456 10.1111/j.1460-9568.1991.tb00101.x

[27] Schafer, M. K., Mahata, S. K., Stroth, N., Eiden, L. E. & Weihe, E. Cellular distribution of chromogranin A in excitatory, inhibitory, aminergic and peptidergic neurons of the rodent central nervous system. *Regul. Pept.***165**, 36–44 (2010).20005907 10.1016/j.regpep.2009.11.021PMC2997928

[28] Weiler, R., Lassmann, H., Fischer, P., Jellinger, K. & Winkler, H. A high ratio of chromogranin A to synaptin/synaptophysin is a common feature of brains in Alzheimer and Pick disease. *FEBS Lett.***263**, 337–339 (1990).2110534 10.1016/0014-5793(90)81408-g

[29] Brion, J. P., Couck, A. M., Bruce, M., Anderton, B. & Flament-Durand, J. Synaptophysin and chromogranin A immunoreactivities in senile plaques of Alzheimer’s disease. *Brain Res***539**, 143–150 (1991).1901750 10.1016/0006-8993(91)90697-t

[30] Munoz, D. G. Chromogranin A-like immunoreactive neurites are major constituents of senile plaques. *Lab Invest***64**, 826–832 (1991).1710735

[31] Lechner, T. et al. Chromogranin peptides in alzheimer’s disease. *Exp. Gerontol.***39**, 101–113 (2004).14724070 10.1016/j.exger.2003.09.018

[32] Ciesielski-Treska, J. et al. Mechanisms underlying neuronal death induced by chromogranin A-activated microglia. *J. Biol. Chem.***276**, 13113–13120 (2001).11124958 10.1074/jbc.M009711200

[33] Bousiges, O. et al. Diagnostic value of CSF chromogranin A to discriminate between alzheimer’s disease and dementia with lewy bodies. *Neuropathol. Appl Neurobiol.***50**, e12961 (2024).38363175 10.1111/nan.12961

[34] Gannon, M. et al. Noradrenergic dysfunction in alzheimer’s disease. *Front Neurosci.***9**, 220 (2015).26136654 10.3389/fnins.2015.00220PMC4469831

[35] Dyer-Reaves, K., Goodman, A. M., Nelson, A. R. & McMahon, L. L. Alpha1-adrenergic receptor mediated long-term depression at CA3-CA1 synapses can be induced via accumulation of endogenous norepinephrine and is preserved following noradrenergic denervation. *Front Synaptic Neurosci.***11**, 27 (2019).31649525 10.3389/fnsyn.2019.00027PMC6794465

[36] Perez, D. M. alpha(1)-Adrenergic receptors in neurotransmission, synaptic plasticity, and cognition. *Front Pharm.***11**, 581098 (2020).10.3389/fphar.2020.581098PMC755305133117176

[37] Gayen, J. R. et al. Role of reactive oxygen species in hyperadrenergic hypertension: Biochemical, physiological, and pharmacological evidence from targeted ablation of the chromogranin A gene. *Circ. Cardiovasc Genet***3**, 414–425 (2010).20729505 10.1161/CIRCGENETICS.109.924050PMC3052689

[38] Angelone, T. et al. The antihypertensive chromogranin a peptide catestatin acts as a novel endocrine/paracrine modulator of cardiac inotropism and lusitropism. *Endocrinology***149**, 4780–4793 (2008).18535098 10.1210/en.2008-0318PMC2582908

[39] Dujardin, S. et al. Tau molecular diversity contributes to clinical heterogeneity in Alzheimer’s disease. *Nat. Med***26**, 1256–1263 (2020).32572268 10.1038/s41591-020-0938-9PMC7603860

[40] Dickson, D. W., Kouri, N., Murray, M. E. & Josephs, K. A. Neuropathology of frontotemporal lobar degeneration-tau (FTLD-tau). *J. Mol. Neurosci.***45**, 384–389 (2011).21720721 10.1007/s12031-011-9589-0PMC3208128

[41] DeTure, M. A. & Dickson, D. W. The neuropathological diagnosis of alzheimer’s disease. *Mol. Neurodegener.***14**, 32 (2019).31375134 10.1186/s13024-019-0333-5PMC6679484

[42] Pacholko, A. & Iadecola, C. Hypertension, neurodegeneration, and cognitive decline. *Hypertension***81**, 991–1007 (2024).38426329 10.1161/HYPERTENSIONAHA.123.21356PMC11023809

[43] Hobday, A. L. & Parmar, M. S. The link between diabetes mellitus and tau hyperphosphorylation: Implications for risk of alzheimer’s disease. *Cureus 13, e18362*, (2021).10.7759/cureus.18362PMC855585134725612

[44] Asai, H. et al. Depletion of microglia and inhibition of exosome synthesis halt tau propagation. *Nat. Neurosci.***18**, 1584–1593 (2015).26436904 10.1038/nn.4132PMC4694577

[45] Liu, M. A. et al. Gut microbial DNA and immune checkpoint gene Vsig4/CRIg are key antagonistic players in healthy aging and age-associated development of hypertension and diabetes. *Front Endocrinol. (Lausanne)***13**, 1037465 (2022).36440192 10.3389/fendo.2022.1037465PMC9691654

[46] Yoshiyama, Y. et al. Synapse loss and microglial activation precede tangles in a P301S tauopathy mouse model. *Neuron***53**, 337–351 (2007).17270732 10.1016/j.neuron.2007.01.010

[47] Iba, M. et al. Synthetic tau fibrils mediate transmission of neurofibrillary tangles in a transgenic mouse model of alzheimer’s-like tauopathy. *J. Neurosci.***33**, 1024–1037 (2013).23325240 10.1523/JNEUROSCI.2642-12.2013PMC3575082

[48] Guo, J. L. & Lee, V. M. Neurofibrillary tangle-like tau pathology induced by synthetic tau fibrils in primary neurons over-expressing mutant tau. *FEBS Lett.***587**, 717–723 (2013).23395797 10.1016/j.febslet.2013.01.051PMC3678381

[49] Croft, C. L., Futch, H. S., Moore, B. D. & Golde, T. E. Organotypic brain slice cultures to model neurodegenerative proteinopathies. *Mol. Neurodegener.***14**, 45 (2019).31791377 10.1186/s13024-019-0346-0PMC6889333

[50] Holmes, B. B. et al. Proteopathic tau seeding predicts tauopathy in vivo. *Proc. Natl Acad. Sci. USA***111**, E4376–E4385 (2014).25261551 10.1073/pnas.1411649111PMC4205609

[51] Wang, C. et al. Microglial NF-kappaB drives tau spreading and toxicity in a mouse model of tauopathy. *Nat. Commun.***13**, 1969 (2022).35413950 10.1038/s41467-022-29552-6PMC9005658

[52] Montesinos, M. S. et al. The crucial role of chromogranins in storage and exocytosis revealed using chromaffin cells from chromogranin A null mouse. *J. Neurosci.***28**, 3350–3358 (2008).18367602 10.1523/JNEUROSCI.5292-07.2008PMC6670582

[53] Takiyyuddin, M. A. et al. Sympatho-adrenal secretion in humans: factors governing catecholamine and storage vesicle peptide co-release. *J. Auton. Pharm.***14**, 187–200 (1994).10.1111/j.1474-8673.1994.tb00601.x7929473

[54] Yu, Z. Y. et al. Inhibiting alpha1-adrenergic receptor signaling pathway ameliorates AD-type pathologies and behavioral deficits in APPswe/PS1 mouse model. *J. Neurochem***161**, 293–307 (2022).35244207 10.1111/jnc.15603

[55] Erve, J. C. et al. Metabolism of prazosin in rat and characterization of metabolites in plasma, urine, faeces, brain and bile using liquid chromatography/mass spectrometry (LC/MS). *Xenobiotica***38**, 540–558 (2008).18421626 10.1080/00498250802001826

[56] Henjum, K. et al. Cerebrospinal fluid catecholamines in alzheimer’s disease patients with and without biological disease. *Transl. Psychiatry***12**, 151 (2022).35397615 10.1038/s41398-022-01901-5PMC8994756

[57] Peskind, E. R. et al. Cerebrospinal fluid epinephrine in alzheimer’s disease and normal aging. *Neuropsychopharmacology***19**, 465–471 (1998).9803422 10.1016/S0893-133X(98)00054-2

[58] Sanchez-Collado, J., Lopez, J. J., Jardin, I., Salido, G. M. & Rosado, J. A. Cross-talk between the adenylyl cyclase/cAMP pathway and Ca(2+) homeostasis. *Rev. Physiol. Biochem Pharm.***179**, 73–116 (2021).10.1007/112_2020_5533398503

[59] Ramos, B. P. & Arnsten, A. F. Adrenergic pharmacology and cognition: focus on the prefrontal cortex. *Pharm. Ther.***113**, 523–536 (2007).10.1016/j.pharmthera.2006.11.006PMC215191917303246

[60] Langer, S. Z. alpha2-Adrenoceptors in the treatment of major neuropsychiatric disorders. *Trends Pharm. Sci.***36**, 196–202 (2015).25771972 10.1016/j.tips.2015.02.006

[61] Rao, F. et al. Catecholamine release-inhibitory peptide catestatin (chromogranin A(352-372)): naturally occurring amino acid variant Gly364Ser causes profound changes in human autonomic activity and alters risk for hypertension. *Circulation***115**, 2271–2281 (2007).17438154 10.1161/CIRCULATIONAHA.106.628859

[62] Reutter, M. A., Richards, E. M. & Sumners, C. Regulation of alpha 2A-adrenergic receptor mRNA in rat astroglial cultures: role of cyclic AMP and protein kinase C. *J. Neurochem***68**, 47–57 (1997).8978709 10.1046/j.1471-4159.1997.68010047.x

[63] Katsouri, L. et al. Prazosin, an alpha(1)-adrenoceptor antagonist, prevents memory deterioration in the APP23 transgenic mouse model of Alzheimer’s disease. *Neurobiol. Aging***34**, 1105–1115 (2013).23063647 10.1016/j.neurobiolaging.2012.09.010

[64] Datta, D. et al. Age-related calcium dysregulation linked with tau pathology and impaired cognition in non-human primates. *Alzheimers Dement***17**, 920–932 (2021).33829643 10.1002/alz.12325PMC8195842

[65] Guyenet, P. G. et al. C1 neurons: the body’s EMTs. *Am. J. Physiol. Regul. Integr. Comp. Physiol.***305**, R187–R204 (2013).23697799 10.1152/ajpregu.00054.2013PMC3743001

[66] Ciaranello, R. D., Barchas, R. E., Byers, G. S., Stemmle, D. W. & Barchas, J. D. Enzymatic synthesis of adrenaline in mammalian brain. *Nature***221**, 368–369 (1969).5764440 10.1038/221368a0

[67] Joh, T. H. & Goldstein, M. Isolation and characterization of multiple forms of phenylethanolamine N-methyltransferase. *Mol. Pharm.***9**, 117–129 (1973).4631087

[68] Burke, W. J. et al. Degenerative changes in epinephrine tonic vasomotor neurons in alzheimer’s disease. *Brain Res***661**, 35–42 (1994).7834382 10.1016/0006-8993(94)91177-0

[69] Burke, W. J., Chung, H. D., Marshall, G. L., Gillespie, K. N. & Joh, T. H. Evidence for decreased transport of PNMT protein in advanced alzheimer’s disease. *J. Am. Geriatr. Soc.***38**, 1275–1282 (1990).2254565 10.1111/j.1532-5415.1990.tb03448.x

[70] Van Bockstaele, E. J. Morphological substrates underlying opioid, epinephrine and gamma-aminobutyric acid inhibitory actions in the rat locus coeruleus. *Brain Res Bull.***47**, 1–15 (1998).9766384 10.1016/s0361-9230(98)00062-8

[71] Ghasemi, M. & Mehranfard, N. Neuroprotective actions of norepinephrine in neurological diseases. *Pflug. Arch.***476**, 1703–1725 (2024).10.1007/s00424-024-02999-w39136758

[72] Zou, H. L., Li, J., Zhou, J. L., Yi, X. & Cao, S. Effects of norepinephrine on microglial neuroinflammation and neuropathic pain. *Ibrain***7**, 309–317 (2021).37786561 10.1002/ibra.12001PMC10528971

[73] Song, S. et al. Loss of brain norepinephrine elicits neuroinflammation-mediated oxidative injury and selective caudo-rostral neurodegeneration. *Mol. Neurobiol.***56**, 2653–2669 (2019).30051353 10.1007/s12035-018-1235-1PMC6348128

[74] Saboory, E., Ghasemi, M. & Mehranfard, N. Norepinephrine, neurodevelopment and behavior. *Neurochem Int***135**, 104706 (2020).32092327 10.1016/j.neuint.2020.104706

[75] Staedtke, V. et al. Disruption of a self-amplifying catecholamine loop reduces cytokine release syndrome. *Nature***564**, 273–277 (2018).30542164 10.1038/s41586-018-0774-yPMC6512810

[76] Abe, C. & Inoue, T. Role of C1 neurons in anti-inflammatory reflex: Mediation between afferents and efferents. *Neurosci. Res***136**, 6–12 (2018).29751028 10.1016/j.neures.2018.05.001

[77] Pasqua, T. et al. Impact of Chromogranin A deficiency on catecholamine storage, catecholamine granule morphology and chromaffin cell energy metabolism in vivo. *Cell Tissue Res***363**, 693–712 (2016).26572539 10.1007/s00441-015-2316-3PMC5529139

[78] O’Connor, D. T. et al. Heritability and genome-wide linkage in US and australian twins identify novel genomic regions controlling chromogranin a: implications for secretion and blood pressure. *Circulation***118**, 247–257 (2008).18591442 10.1161/CIRCULATIONAHA.107.709105PMC2654229

[79] Tang, K. & Mahata, S. K. Determination of catecholamines in a small volume (25 muL) of plasma from conscious mouse tail vein. *Methods Mol. Biol.***2565**, 331–342 (2023).36205904 10.1007/978-1-0716-2671-9_22PMC10798352

[80] Lucas, E. K., Wu, W. C., Roman-Ortiz, C. & Clem, R. L. Prazosin during fear conditioning facilitates subsequent extinction in male C57Bl/6N mice. *Psychopharmacol. (Berl.)***236**, 273–279 (2019).10.1007/s00213-018-5001-xPMC637417130112577

[81] Jati, S. https://BioRender.com/b31o629 (2025).

[82] Rossitto, L. https://BioRender.com/24ecnxt (2025).

[83] Jati, S. https://BioRender.com/rlcspdq (2025).

[84] Jati, S. https://BioRender.com/l88w543 (2025).

[85] Jati, S. https://BioRender.com/y60r220 (2025).

# Supplementary material for: Chromogranin A deficiency attenuates tauopathy by altering epinephrine–alpha-adrenergic receptor signaling in PS19 mice
**Source:** Nat Commun. 2025 May 20;16:4703. doi: 10.1038/s41467-025-59682-6
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Keyence Fluorescence Microscope, UCSD Behavior core, UPLC, Biorad Chemidoc XR, Thermo Scientific TSQ 9610 GC-MS/MS, Novaseq S4, NIKON SoRa Spinning Disk Microscope                                                      |
| Data analysis   | Excel v16.55, Prism v10.4.1, Image Lab, Image J, Thermo Chromeleon software, FASTQC, Trimmomatic (v0.39), STAR (v2.7.10b), StringTie (v1.3.6), prepDE.py3, DESeq2 (v1.42.0), ggplot2 (v3.4.4), ClusterProfiler (v4.10.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNAseq data was deposited in GEO (GSE274459). Mouse reference mm10 was used. Human data was provided.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                  |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Sex was not considered in our study due to less sample size. Sex is mentioned in the table 1 and 2.              |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                              |
| Population characteristics                                         | N/A                                                                                                              |
| Recruitment                                                        | Postmortem brain samples were obtained from UCSD ADRC (AD samples) and Mayo Clinic (CBD samples)                 |
| Ethics oversight                                                   | Since the samples were collected from post-mortem brain, this was exempted from UCSD Institutional Review Board. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We used G*Power 3.1 to determine the sample size for in vivo studies that provided 95% power to detect differences of 20-30% between experimental group means at alpha = 0.05 using ANOVA and Sidak's post hoc tests. Sample sizes and Statistical analyses for all experiments are included in the figure legends. |
| Data exclusions | We did not exclude any data.                                                                                                                                                                                                                                                                                        |
| Replication     | For in vivo studies with mice, we performed more than 3 independent experiments using separate cohorts of animals to demonstrate reproducibility.                                                                                                                                                                   |
| Randomization   | Transgenic and knockout animals were randomized to treatment groups blindly by animal identifier and age to minimize bias and increase reproducibility.                                                                                                                                                             |
| Blinding        | Biochemical assays were conducted in a blinded manner. All experimental groups will be coded and the code unblinded after the completion of the study.                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                         |
|-----------------|-------------------------------------------------------------------------|
| Antibodies used | Immunohistochemistry:<br>AT8 (1:500), Thermo Fisher Science Cat# MN1020 |
|-----------------|-------------------------------------------------------------------------|

MC1 (1:500), Gift from P. Davies  
 CD68 (1:700), BIO-RAD Cat# MCA1957GA  
 GFAP (1:500), Cell Signaling Technology Cat# 3670  
 ADRA1B (1:500), Abcam, Cat# AB 169523  
 CgA (1:400) Invitrogen Cat# MA5-13093  
 NeuN (1:500) Proteintech 66836-1-Ig  
 MAP2 (1:400) Millipore-Sigma Cat#AB-5622  
 Anti-mouse Alexa Fluor 568 (1:300), Invitrogen Cat# A11031  
 Anti-rabbit Alexa Fluor 488 (1:300), Invitrogen Cat# A10042  
 Strep-Alexa Fluor 568 (1:500). Thermo Fisher Science Cat#S11226  
 Strep-Alexa Fluor 647 (1:500). Thermo Fisher Science Cat#S32357

#### Immunoblotting:

AT8 (1:3000), Thermo Fisher Science Cat# MN1020.  
 PHF1 (1:4000), Gift from P. Davies  
 CP13 (1:2000), Gift from P. Davies  
 HT7 (1:8000), Thermo Fisher Science Cat# MN1000  
 Actin (1:8000), Bio-Bharati, Cat# BB-AB0024  
 ADRA1B (1:2000), Abcam, Cat# AB 169523  
 ADRA2B (1:2000), Proteintech, Cat# 19778-1-AP  
 ADRB2 (1:2000), Cell Signaling Technology, Cat# 8513S  
 Alpha-Tubulin (1:6000), Cell Signaling Technology, Cat# 3873  
 CgA (1:2000) Invitrogen Cat# MA5-13093  
 Anti-Mouse-HRP (1:10000), Sigma, Cat# A0168  
 Anti-Rabbit-HRP (1:10000), Sigma, Cat# A0545  
 Strep-HRP (1:6000). Thermo Fisher Science Cat#N100

#### Validation

AT8, Thermo Fisher Science Cat# MN1020 (AT8 antibody has been used and cited in more than 200 publications and validated for immunoblotting and immunohistochemistry)  
 MC1, Gift from P. Davies (<https://www.alzforum.org/alzantibodies/tau-mc-1>)  
 CD68, BIO-RAD Cat# MCA1957GA (This antibody has been used in more than 200 publications and validated for IHC use)  
 GFAP, Cell Signaling Technology Cat# 3670 (GFAP antibody has been cited by more than 500 publications and validated for use in IHC)  
 ADRA1B, Abcam, Cat# AB 169523 (This antibody has been cited in more than 18 publications and validated for use in immunoblotting and immunohistochemistry)  
 CgA, Invitrogen Cat# MA5-13093. (Antibody has been cited by more than 20 publications and we have done immunohistochemistry where we did not get any signal from CgA-KO mice)  
 NeuN Proteintech 66836-1-Ig (This antibody has been used in more than 50 publications and is validated for IHC)  
 Anti-mouse Alexa Fluor 568, Invitrogen Cat# A11031 (Antibody has been used in more than 1000 publications and is being validated for immunohistochemistry)  
 Anti-rabbit Alexa Fluor 488, Invitrogen Cat# A10042 (Antibody has been used in more than 1000 publications and is being validated for immunohistochemistry)  
 Strep-Alexa Fluor 568. Thermo Fisher Science Cat#S11226 (This reagent has been cited more than 100 times and validated for use in immunohistochemistry)  
 PHF1, Gift from P. Davies (<https://www.alzforum.org/alzantibodies/tau-phf-1>)  
 CP13, Gift from P. Davies (<https://www.alzforum.org/alzantibodies/tau-cp-13>)  
 HT7, Thermo Fisher Science Cat# MN1000 (Antibody has been cited by more than 100 publications)  
 Actin, Bio-Bharati, Cat# BB-AB0024  
 ADRA2B, Proteintech, Cat# 19778-1-AP (The antibody is routinely tested by vendor for validation in immunoblotting)  
 ADRB2, Cell Signaling Technology, Cat# 8513S (The antibody is cited by 7 publications and validated by vendor for use in western blotting)  
 Alpha-Tubulin, Cell Signaling Technology, Cat# 3873 (The antibody is cited by more than 1000 publication and validated for use in western blotting)  
 Anti-Mouse-HRP, Sigma, Cat# A0168 (This antibody has been used for western blotting in more than 100 publications)  
 Anti-Rabbit-HRP (1:10000), Sigma, Cat# A0545 (This antibody has been used for western blotting in more than 100 publications)  
 Strep-HRP (1:6000). Thermo Fisher Science Cat#N100

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                            |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC #CRL-3275 (M. Diamond)                                                                                |
| Authentication                                                       | <a href="https://www.atcc.org/products/crl-3275">https://www.atcc.org/products/crl-3275</a>                |
| Mycoplasma contamination                                             | Negative                                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Chromogranin A knockout (CgA-KO) mice in B6 background were backcrossed to B6C3F1/J mice for 4 generations to generate CgA-KO mice in B6C3F1/J background. These mice were bred with hTau heterozygote mice from JAX (B6; C3-Tg(Prnp-MAPT*P301S)PS19Vle/J). CgA-Het/hTau-Het mice were bred with CgA-KO to generate CgA-KO/hTau mice. We used 4 different strains of mice: wild-type (B6C3F1/J), hTau {(B6; C3-Tg(Prnp-MAPT*P301S)PS19Vle/J)}, CgA-KO, and CgA-KO/hTau mice.                                                                                                                                    |
| Wild animals            | None                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | We used both male and female mice. We were not powered to detect sex differences.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | None                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | Experiments were performed with approval from the University of California San Diego Institutional Animal Care and Use Committee (Animal Welfare Assurance Number A3033-1 or D16-00020), which complies with the Animal Welfare Act, the Guide for the Care and Use of Laboratory Animals, the Public Health Service Policy on Humane Care and Use of Laboratory Animals, the US Government Principles for the Utilization and Care of Vertebrate Animals Used in Testing, Research, and Training, and the ARRIVE (Animal Research: Reporting In Vivo Experiments) guidelines for reporting animal experiments. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

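Cortex RNA of 5 WT, 6 PS19 and 6 CgA-KO/PS19 mice was measured by bulk RNA sequencing. The authors trimmed the reads, aligned them to the mm10 mouse genome with STAR, quantified genes with StringTie, and deposited whole-number counts per gene made with prepDE, without normalization. StringTie reports coverage, which prepDE turns into counts with an assumed read length, and the low counts in each library peaked at 3 and 6, so that the deposited counts are about 3 times the number of fragments. This makes differences look more precise at low counts than the sequencing allows, and the replicate spread, not counting error, sets the tests. The table holds 56953 genes with Ensembl identifiers and symbols, and no entry without a gene name. Of these, 52029 matched GENCODE M21 (GRCm38) by the identifier without its version, and 35 by the version too, so coordinates are those of GENCODE M21. A symbol occurred more than once for 293 genes. The text of the paper names neither the annotation release nor whether the counting used the strand, so antisense and overlapping genes are uncertain, as are paralogs and pseudogenes.

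Samples were grouped by genotype as labelled. The counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Library sizes were normalized by TMM, genes were filtered with filterByExpr by genotype, and a quasi-likelihood model was fitted to all 17 libraries with 1 mean per genotype and no covariate. WT and CgA-KO/PS19 were each compared with PS19, and with each other, with Benjamini-Hochberg adjustment over the 23062 genes tested. The common biological coefficient of variation was 0.316. The design, the thresholds, the gene lists and the alternatives were fixed before the data were examined, apart from those named as chosen later. The total count per library was 8838334 to 227651681, and the shallowest library, WT replicate 4, had 19864 genes with at least 1 count, against 24468 to 33199 in the others. A gene with 0 counts was treated as having at most 3 fragments, which is 9 deposited counts, and folds against a genotype with 0 counts in each library are given as bounds over that limit. The limit covers counting error only.

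The genes named in the text are those the paper names in its RNA-seq results, Mapt and Prnp as checks of the genotype, the genes of the glial and cytokine proteins that the paper measures, the 3 genes per direction with the largest fold change in each comparison with PS19 among those with an FDR under 0.05 and libraries that do not overlap, and the 3 shared genes per direction with the smallest p-values. Shared genes are those past the Methods threshold in both comparisons in the same direction. Their overlap and the correlation of fold changes were set beside 40 simulations of counts with no difference between genotypes. The simulations drew each gene independently and leave out variation that libraries share across genes. Hand-written lists for 7 processes were tested by Fisher's exact test, and 22 hand-written lists of cell type, tissue and state markers were scored per library as the mean of centred log2(CPM + 1) and compared by two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the 66 tests. On simulated counts with 200 changed genes at a log2 fold change of 2, the edgeR test recovered 195 with 8 false calls among 22844 genes, DESeq2 197 with 51 among 39416, and limma voom 195 with 9 among 22844.

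The alternatives were DESeq2 1.42.0, DESeq2's size factors in the edgeR test, no filter on low counts, at least 10 counts in every library, only the 2 genotypes of a comparison in its fit, a robust quasi-likelihood fit, limma 3.58.1 voom with sample quality weights, the replicate number as a block, 1 surrogate variable from sva 3.50.0, and each library left out in turn. Adjusted p-values that DESeq2 did not give stayed missing. After the data had been seen, averaging the near-identical libraries, the striatum marker score as a covariate, leaving out mitochondrial genes and the level of Ddx3y, as log2(CPM + 1), as a covariate were added, as was leaving out each library in turn for the marker scores. Sex is not given beside each library, so it was not a term of its own in any fit. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-qPCR, protein and human data of the paper were not used here. Values of some genes on these lists are not reported here.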

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

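The tests of WT replicate 4 and of the transgene, the averaged libraries and the striatum covariate were chosen only after the results they concern were seen. An outlying library was looked for in 203 groups of values from 1 genotype, by the gap of the highest or lowest library to its nearest neighbour relative to the range. It was found in 22, where chance gives 10.2.

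WT replicate 4, the shallowest library, had a mitochondrial share of 7.94%, against 3.53 to 4.08% in the other WT libraries, and a Mapt level of 199 CPM, against 606 to 739.6 CPM. Its Mapt count was 1741, which argues against sampling noise from low depth as the source of the Mapt level. RNA quality and the part of the cortex taken stay open and were not tested. Ccnb1ip1 was at 0 CPM in WT replicate 4 and at 0.405 to 0.567 CPM in the other WT libraries, and at this gene the depth of WT replicate 4 does limit what a count of 0 shows.

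In WT replicate 5 the choroid plexus score was 3.05, against 0.13 to 0.49 in the other WT libraries, and the choroid plexus gene Ttr was at 1065 CPM. In WT replicate 3 the olfactory bulb score was 1.80, against 0.074 to 0.50. Tissue from outside the cortex in single libraries is an open hypothesis for both. The range of the striatum score over the 17 libraries was 3.39 times the larger range of the cortical scores, but every WT library lay above every PS19 library, so that tissue and genotype cannot be told apart for the genes higher in WT. A biological difference between the genotypes was not tested apart from this.

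PS19 replicate 1 lay apart from the other PS19 libraries in 8 values. Pde3a was at 3.26 CPM against 1.88 to 2.31 CPM, Pde9a at 10.6 CPM against 6.28 to 7.60 CPM, Sox11 at 16.0 CPM against 12.9 to 13.9 CPM and Lynx1 at 454 CPM against 532 to 579 CPM. The endothelial score was -0.17 against 0.093 to 0.19, the hypothalamus score -0.45 against -0.62 to -0.58, the thalamus score -0.20 against -0.030 to 0.053, and the mean Z-score of the shared lower genes 0.65 against 1.00 to 1.21. These values are not independent of each other. The closeness of PS19 replicates 4 to 6 narrows the range of the others, and no explanation was tested for PS19 replicate 1 itself. Mapt was at 952 CPM in PS19 replicate 3 and at 831 to 866 CPM in the other PS19 libraries.

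In CgA-KO/PS19 replicate 4, Cd68 was at 6.29 CPM, against 7.63 to 8.26 CPM in the other CgA-KO/PS19 libraries. The remaining outlying values lie near the limit of detection, apart from that of Klk1b22, whose library had a total count of 184389431. Il6 was at 0.123 CPM in WT replicate 2, Tnf at 0.0664 CPM in WT replicate 3, Gm15169 at 0.0868 CPM in WT replicate 1, Klk1b22 at 0.950 CPM in WT replicate 3 and Cxcl2 at 0.0737 CPM in CgA-KO/PS19 replicate 5, each against 0 in the other libraries of the genotype. Ccl3 was at 0.0772 CPM in WT replicate 5, against 0 to 0.0153 CPM, and Cxcl10 at 0.406 CPM in CgA-KO/PS19 replicate 5, against 0.0866 to 0.179 CPM. No biological explanation was tested for these.

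Genes that the paper does not discuss were present in 1 genotype and at 0 counts in its control. Lamr1-ps1, 3.32 CPM in PS19 and 0 in WT, lies on chromosome 2 from 131904086 to 131904959 of GRCm38, and its start is 5842 bp from that of Prnp. In CgA-KO/PS19 it was at 50.8% of its PS19 level, and the part of Prnp above the WT mean was at 56.6% of that in PS19 (728 and 1286 CPM). Both were lower in CgA-KO/PS19 than in PS19 by two-sided exact permutation tests (p = 0.00216 for Lamr1-ps1 and 0.00866 for Prnp, n = 6 against 6). These tests count each library as independent, which the near-identical libraries may not be. By edgeR's quasi-likelihood test the log2 fold changes of Lamr1-ps1 and Prnp were -0.97 (adjusted p = 0.00819) and -0.44 (adjusted p = 0.0304). Lamr1-ps1 kept its call without any 1 library and lost it with the near-identical libraries averaged, where the alternatives gave adjusted p-values of 2.05e-05 to 0.0756. Prnp lost its call without PS19 replicate 2 or 3 or CgA-KO/PS19 replicate 1, 2 or 3, with adjusted p-values up to 0.0759 and a log2 fold change of -0.53 to -0.38 over the 17 fits without 1 library, and also with the averaged libraries and with the striatum covariate, where the alternatives gave 0.00288 to 0.143. A candidate explanation is that the reads of both come in part from the transgene, which carries the Prnp promoter, and that CgA-KO/PS19 cortex held less RNA from it. With the striatum score as a covariate, the log2 fold change of Lamr1-ps1 between CgA-KO/PS19 and PS19 was -0.90 with the call kept, which argues against striatal tissue as the whole cause for this gene. That of Prnp was -0.31 without a call, so that for Prnp tissue and genotype cannot be told apart at this number of libraries. The number of transgene copies was not measured here, and reads shared with other copies of the pseudogene stay open. The noncoding gene 4930590L14Rik, 0.725 CPM in PS19 and 0 in WT, was at 144% of its PS19 level in CgA-KO/PS19. Its mean and that of Gm13872 in PS19 were below the level that a count of 0 allows in WT replicate 4.

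Gm13872 was at 0.281 CPM in PS19 and 0 in WT. Gbp2b (chromosome 3 from 142594847 to 142619179), Gm15169 (chromosome X from 157757427 to 157798019) and Gm12576 (chromosome 11 from 83817682 to 83849493) were at 1.53, 0.888 and 0.573 CPM in CgA-KO/PS19 and at 0 in PS19. Differences in strain background between the lines, and reads of overlapping or related genes, were not tested for these genes.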

How the results depend on the processing

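The alternatives with averaged libraries, with the striatum or the Ddx3y covariate and without mitochondrial genes, and the marker scores without 1 library, were chosen only after the results were seen. The cause was not tested for any change below unless one is named. DESeq2's size factors, the robust fit, the Ddx3y covariate and the omission of mitochondrial genes left every count at the Methods threshold within 1.5 times its value.

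With DESeq2, 1303 genes were higher and 877 lower in WT, 2109 higher and 900 lower in CgA-KO/PS19, and 524 higher and 256 lower in both at the Methods threshold. 304 and 51, 338 and 83, and 95 and 7 were so at the Results threshold, and 2396 genes had an FDR under 0.05 for WT, 3958 for CgA-KO/PS19 and 2564 for CgA-KO/PS19 against WT, with r = 0.441 across genes. With limma voom and sample quality weights, 1452 genes were higher and 1097 lower in WT, 1808 higher and 1316 lower in CgA-KO/PS19, and 463 higher and 396 lower in both at the Methods threshold. 362 and 75, 232 and 69, and 61 and 13 were so at the Results threshold, and 3967 genes had an FDR under 0.05 for WT, 5229 for CgA-KO/PS19 and 4914 for CgA-KO/PS19 against WT, with r = 0.536 across genes. With 1 surrogate variable, 1148 genes were higher and 932 lower in WT, 1638 higher and 960 lower in CgA-KO/PS19, and 417 higher and 275 lower in both at the Methods threshold. 263 and 27, 170 and 46, and 46 and 3 were so at the Results threshold, and 2785 genes had an FDR under 0.05 for WT, 4243 for CgA-KO/PS19 and 3147 for CgA-KO/PS19 against WT, with r = 0.510 across genes.

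With at least 10 counts in every library, 14521 genes were tested in place of 23062. Then 792 genes were higher and 454 lower in WT, 1060 higher and 462 lower in CgA-KO/PS19, and 283 higher and 145 lower in both at the Methods threshold. 133 and 1, 74 and 15, and 17 and 0 were so at the Results threshold, and 1438 genes had an FDR under 0.05 for WT, 2142 for CgA-KO/PS19 and 1359 for CgA-KO/PS19 against WT, with r = 0.611 across genes. With no filter on low counts, 1345 genes were higher and 805 lower in WT, 1530 higher and 1132 lower in CgA-KO/PS19, and 400 higher and 260 lower in both at the Methods threshold. 172 and 6, 90 and 31, and 15 and 0 were so at the Results threshold, and 1054 genes had an FDR under 0.05 for WT, 1566 for CgA-KO/PS19 and 1017 for CgA-KO/PS19 against WT, with r = 0.427 across genes. With only the genotypes of a comparison in its fit, 1115 genes were higher and 769 lower in WT, 1556 higher and 840 lower in CgA-KO/PS19, and 345 higher and 225 lower in both at the Methods threshold. 218 and 13, 109 and 39, and 8 and 3 were so at the Results threshold, and 2275 genes had an FDR under 0.05 for WT, 2869 for CgA-KO/PS19 and 266 for CgA-KO/PS19 against WT, with r = 0.524 across genes.

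With the near-identical libraries averaged, fewer samples entered the fit. Then 812 genes were higher and 405 lower in WT, 802 higher and 411 lower in CgA-KO/PS19, and 168 higher and 79 lower in both at the Methods threshold. 24 and 2, 17 and 10, and 0 and 0 were so at the Results threshold, and 430 genes had an FDR under 0.05 for WT, 156 for CgA-KO/PS19 and 577 for CgA-KO/PS19 against WT, with r = 0.525 across genes. At an unadjusted p under 0.05 in place of the FDR, 143 genes were higher and 13 lower in both. With the striatum score as a covariate, 2041 genes were higher and 1600 lower in WT, 1172 higher and 850 lower in CgA-KO/PS19, and 410 higher and 249 lower in both at the Methods threshold. 78 and 121, 53 and 22, and 2 and 3 were so at the Results threshold, and 3885 genes had an FDR under 0.05 for WT, 1491 for CgA-KO/PS19 and 4946 for CgA-KO/PS19 against WT, with r = 0.575 across genes. Of the genes called without it, 311 of 1055 higher and 184 of 649 lower in WT, 723 of 1452 and 452 of 793 in CgA-KO/PS19, and 84 of 367 and 24 of 204 in both stayed past the Methods threshold, so that most of the shared genes are different genes. The covariate differs between the genotypes, and adding it removes part of the difference between WT and PS19 together with the tissue.

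The replicate numbers do not pair the libraries. Of 16 pairs of libraries with the same number, 2 had a correlation of their deviations over 0.1, and the range was -0.23 to 0.44. With the replicate number as a block, 861 genes were higher and 549 lower in WT, 1007 higher and 742 lower in CgA-KO/PS19, and 246 higher and 155 lower in both at the Methods threshold. 62 and 3, 28 and 16, and 5 and 0 were so at the Results threshold, and 660 genes had an FDR under 0.05 for WT, 654 for CgA-KO/PS19 and 614 for CgA-KO/PS19 against WT, with r = 0.521 across genes. Of the calls for the 18 genes that the paper names or that check the genotypes, counted over both comparisons with PS19 at an FDR under 0.05, 8 were made with the block, against 16 without it.

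Of these calls, 5 were made with the near-identical libraries averaged and 5 with the striatum covariate. Without 1 library they were 10 to 16, with 10 without PS19 replicate 2. With the Ddx3y covariate they were 16, and 324 of the 367 shared higher and 181 of the 204 shared lower genes stayed. With the striatum covariate, the log2 fold changes in WT and CgA-KO/PS19 changed sign to -0.32 and -0.12 for Adra2b, -0.69 and -0.36 for Adra2c, 0.45 and 0.0053 for Adrb1, -0.54 and -0.49 for Pde1b and -0.10 and -0.049 for Pde3b. They also changed to 0.16 for Adrb3, 0.22 for Pde1a, -0.062 for Cd68, -0.23 for Gfap and -2.26 for Gm13872 in CgA-KO/PS19, and to -0.98 for Ccnb1ip1 in WT. With limma voom the log2 fold change was -0.13 for Pde1a, -0.033 for Pde3b and -0.019 for Cxcl10 in WT. With 1 surrogate variable it was -0.13 for Pde1a in WT. For Gm13872 in CgA-KO/PS19 it was -1.01 with limma voom, -1.08 with the block, -0.89 with 1 surrogate variable, -0.12 with the Ddx3y covariate and -0.28 with averaged libraries. With no filter on low counts it was -0.025 for Pde3b and -0.026 for Cd68 in CgA-KO/PS19. For Adrb3 in CgA-KO/PS19 it was 0.010 with at least 10 counts and 0.0022 with averaged libraries.

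Without 1 library, the log2 fold change ranged across 0 for Adrb3 in WT (-0.072 to 0.15) and in CgA-KO/PS19 (-0.15 to 0.048), for Pde1a in WT (-0.20 to 0.25), for Pde3b in WT (-0.030 to 0.11) and in CgA-KO/PS19 (-0.0091 to 0.081), for Cd68 in CgA-KO/PS19 (-0.0034 to 0.087), for Cxcl10 in WT (-0.67 to 0.93), for Gm13872 in CgA-KO/PS19 (-0.43 to 0.59) and for Klk1b22 in WT (-7.68 to 0.19). The lowest value of Klk1b22 came without WT replicate 3, the only WT library with counts of this gene, so that it gives no size. None of these differed from PS19 in any of the fits that moved them across 0.

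For genes lower in WT at the Methods threshold, the fits gave 402 to 728, with 402 without WT replicate 5. For genes higher in WT at the Results threshold, the fits gave 91 to 222, with 91 without WT replicate 5, 62.6% of the number with all libraries, 66.3% of the number with all libraries, 60% of the number with all libraries, 117 and 107 without PS19 replicates 2, 3, 4, 5 and 6 respectively. For genes lower in WT at the Results threshold, the fits gave 3 to 16, with 16, 6 and 4 without WT replicates 1, 4 and 5 respectively, 4, 5, 3, 3 and 3 without PS19 replicates 2, 3, 4, 5 and 6 respectively. For genes higher in CgA-KO/PS19 at the Results threshold, the fits gave 41 to 228, with 72, 43, 56, 45, 41 and 46 without PS19 replicates 1, 2, 3, 4, 5 and 6 respectively, 53, 56, 62 and 228 without CgA-KO/PS19 replicates 1, 2, 3 and 4 respectively. For genes lower in CgA-KO/PS19 at the Results threshold, the fits gave 17 to 55, with 17, 21, 18, 18 and 18 without PS19 replicates 2, 3, 4, 5 and 6 respectively, 19, 23, 55 and 23 without CgA-KO/PS19 replicates 1, 3, 4 and 6 respectively. For genes higher in both at the Results threshold, the fits gave 5 to 64, with 14 without WT replicate 2, 5, 9, 5, 5 and 5 without PS19 replicates 2, 3, 4, 5 and 6 respectively, 7, 11, 7, 64 and 37 without CgA-KO/PS19 replicates 1, 2, 3, 4 and 5 respectively. For genes lower in both at the Results threshold, the fits gave 0 to 2, with 1, 1 and 1 without WT replicates 1, 4 and 5 respectively, 1 without PS19 replicate 1, 2 and 1 without CgA-KO/PS19 replicates 4 and 5 respectively. For genes with an FDR under 0.05, WT vs PS19, the fits gave 632 to 1658, with 632 without WT replicate 5, 889 without PS19 replicate 2. For genes with an FDR under 0.05, CgA-KO/PS19 vs PS19, the fits gave 1019 to 3822, with 3545 without WT replicate 4, 1066, 1371, 1407, 1272 and 1306 without PS19 replicates 2, 3, 4, 5 and 6 respectively, 1156, 1019, 1365 and 3822 without CgA-KO/PS19 replicates 1, 2, 3 and 4 respectively. For genes with an FDR under 0.05, CgA-KO/PS19 vs WT, the fits gave 627 to 2099, with 627 without WT replicate 5, 847 without CgA-KO/PS19 replicate 2. The correlation across genes was 0.490 to 0.573 over the 17 fits, lowest without WT replicate 3 and highest without PS19 replicate 1.

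Of the 8 function-list tests, 8 passed an adjusted p of 0.05 by Fisher's exact test, 3 passed with averaged libraries and 0 with the striatum covariate. At an unadjusted p under 0.05, 6 and 2 passed. The odds ratios with the striatum covariate were 1.81 for adenylate cyclase GPCR signaling (shared higher genes), 0.975 for adenylate cyclase GPCR signaling (shared lower genes), 3.13 for axoneme assembly, 2.69 for catecholamine transport, 2.04 for exocytosis, 4.36 for neuropeptide signaling, 2.12 for potassium channels, 2.75 for membrane potential. With averaged libraries they were 2.87 for adenylate cyclase GPCR signaling (shared higher genes), 6.21 for adenylate cyclase GPCR signaling (shared lower genes), 2.04 for catecholamine transport, 6.41 for exocytosis, 4.91 for membrane potential. With at least 10 counts they were 2.98 for axoneme assembly and 3.03 for membrane potential. Without 1 library, the odds ratio was 3.28 to 6.90 for adenylate cyclase GPCR signaling in the shared lower genes, with 3.28 without PS19 replicate 2, 2.95 to 5.56 for axoneme assembly, with 2.95 without CgA-KO/PS19 replicate 2, and 2.91 to 5.06 for membrane potential, with 2.91 without WT replicate 4.

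With the genes chosen in other libraries, the mean Z-score of the shared higher genes in PS19 was -0.77, because choosing genes and scoring them in the same libraries widens the difference. For marker scores that did not differ between the genotypes, the median over the list's genes in place of the mean changed the sign for blood (-0.094), microglia (0.012) and upper-layer cortex (-0.0055) between CgA-KO/PS19 and WT, for ependyma (-0.075) between WT and PS19 and for thalamus (0.035) between CgA-KO/PS19 and PS19. The microglia difference between CgA-KO/PS19 and WT was 0.0013 with a pseudocount of 0.1 CPM and 0.013 with DESeq2's size factors. Without 1 library, the differences ranged across 0 between CgA-KO/PS19 and WT for blood (-0.19 to 0.17), meninges and perivascular fibroblast (-0.060 to 0.25), microglia (-0.066 to 0.097) and upper-layer cortex (-0.052 to 0.087), between CgA-KO/PS19 and PS19 for endothelial (-0.092 to 0.016), microglia (-0.11 to 0.054) and olfactory bulb (-0.26 to 0.13), and between WT and PS19 for oligodendrocyte (-0.18 to 0.030).

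Of the other values for single genes and scores, 59 became weaker, 14 stronger and 1066 kept their direction and side of the threshold under the alternatives, and 110, 10 and 2285 did so without 1 library. The depth of WT replicate 4 limits the bounds for genes at 0 counts in WT.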

Differences from the paper's values

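The alternatives with averaged libraries, the striatum or the Ddx3y covariate and no mitochondrial genes were chosen only after the results were seen. At the threshold of the Results text, 190 genes were higher in WT than in PS19 against the paper's 1193, 10 were lower against the paper's 869, 22 were higher in both WT and CgA-KO/PS19 against the paper's 417, and 0 were lower in both against the paper's 293. At a log2 fold change beyond 1.5 with an unadjusted p under 0.05, 232 genes were higher and 18 lower in both. None of the alternatives set before the data were examined, and none of those added later, closed any of these 4 gaps at the threshold of the Results text. At the threshold of the Methods and the Fig. 5 legend, 1055, 649, 367 and 204 genes were within 1.5 times the paper's values. With DESeq2, the tool named in the paper's Methods, the numbers were 1303, 877, 524 and 256. With 1 surrogate variable they were 1148, 932, 417 and 275, and of these only the 417 higher in both equals the paper's number. The paper's share of shared genes is 34.9% for the higher and 33.7% for the lower genes, against 34.8% and 31.4%.

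The paper lists Adra1a as higher in PS19 than in WT and CgA-KO/PS19. The log2 fold changes of -0.40 and -0.36 had the paper's direction and did not pass the correction over all genes in edgeR. In WT, Adra1a had an adjusted p of 0.0437 with limma voom, where the alternatives gave 0.0437 to 0.504, and it was also called without WT replicate 3. No setting called it in CgA-KO/PS19.

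The paper lists Adra2a, Adra2b and Adra2c as lower in PS19 than in both other genotypes. Adra2a was not called in CgA-KO/PS19 (log2 fold change 0.51). It had an adjusted p of 0.0293 with limma voom, where the alternatives gave 0.0293 to 0.398, and was called without PS19 replicate 1. It passed the Methods threshold with limma voom, with at least 10 counts in every library and with only the genotypes of the comparison in the fit. It also passed that threshold in 2 of the 17 fits without 1 library. Adra2b was not called in CgA-KO/PS19 (log2 fold change 1.87). It had an adjusted p of 0.0375 with DESeq2, where the alternatives gave 0.0375 to 0.918, and it was called without CgA-KO/PS19 replicate 5. In 2 of the 17 fits without 1 library it passed the Methods threshold. Adra2c was called under no setting at an FDR under 0.05 in either comparison. It passed the Methods threshold in WT with the striatum covariate, chosen after seeing the values, with a log2 fold change of -0.69, the opposite direction.

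The paper finds no change in the β-adrenergic receptors. Adrb1 was not called, but in WT it was called with limma voom (log2 fold change -0.65) and with only the genotypes of the comparison in the fit (-0.64), and in CgA-KO/PS19 with limma voom (-0.68). The paper describes PDE1, PDE3 and PDE9 as lower in PS19. Pde1a and Pde3b did not differ, and Pde1b was not called in CgA-KO/PS19 under any setting. Pde1a was called in WT with the striatum covariate, chosen after seeing the values (log2 fold change 1.22).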

Other observations

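The tests of striatal tissue in CgA-KO/PS19, of sex, of length and GC content, of marker scores without 1 library, of PS19 replicates 4 to 6 and of other splits were chosen only after the results they concern were seen. For 100 splits of the libraries drawn with a fixed seed, the real one included, 1 of the 100 splits of the 11 WT and PS19 libraries gave as many genes as the real one at the Methods threshold, 1 of the 100 at the Results threshold and 1 of the 100 at an FDR under 0.05. For CgA-KO/PS19 and PS19 these were 1, 1 and 1 of the 100 splits, and for CgA-KO/PS19 and WT 2 of the 100 at an FDR under 0.05. Over all 17 libraries, 1 of the 100 splits gave as many shared higher genes, 1 as many shared lower genes and 1 as many shared genes at the Results threshold. The highest number of shared genes in another split was 289, against 571.

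The correlation of the fold changes across genes was reached by 38 of the 100 splits, with 0.765 as the highest, so that r does not set the genotypes apart from other groupings of these libraries. The PS19 libraries were also divided in 20 ways, so that each comparison had its own 3. Then r was 0.325 to 0.49 (median 0.451), against 0.537 with the same PS19 libraries in both. In most of these divisions the near-identical PS19 libraries fell on both sides, so that the controls of the comparisons may not have been independent. These values therefore cannot tell whether r holds with separate controls. For the shared genes, the largest number in a simulation without differences was 29. Those simulations drew each gene independently, without variation that libraries share across genes. The value of 29 therefore does not exclude the shared PS19 libraries as the cause of the overlap. The other splits, whose comparisons also shared a reference group, gave at most 289, against 571.

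Marker list scores, tested by two-sided exact permutation tests with Benjamini-Hochberg adjustment over 66 tests, differed between WT (n = 5) and PS19 (n = 6) by 1.34 for choroid plexus, 0.94 for claustrum, amygdala and piriform, 0.61 for deep-layer cortex, 0.31 for hippocampus, 1.55 for hypothalamus, 0.74 for olfactory bulb, 2.7 for striatum, with an exact adjusted p of 0.0204 for each. Without WT replicate 5 the choroid plexus difference was 0.78, and without WT replicate 3 that of the olfactory bulb was 0.43, and both still passed. Between CgA-KO/PS19 and PS19 (n = 6 each) they differed by 0.36 for choroid plexus, 0.79 for claustrum, amygdala and piriform, 0.33 for hypothalamus, -0.33 for interneuron, 0.33 for reactive astrocyte, with exact adjusted p-values of 0.0204 to 0.0420. Of these, hypothalamus and interneuron each passed in 6 of the 17 sets without 1 library. They failed without any 1 of the PS19 libraries, hypothalamus also without CgA-KO/PS19 replicate 1, 2, 3, 4 or 5 and interneuron without CgA-KO/PS19 replicate 1, 2, 3, 4 or 6, with exact adjusted p-values up to 0.0794 for both and differences of 0.26 to 0.40 and -0.39 to -0.27. For the striatum list the difference between CgA-KO/PS19 and PS19 was 1.20 (exact adjusted p = 0.114). All these permutation tests count each library as independent and were not repeated with the near-identical libraries averaged. Deep-layer cortex (0.34) and hippocampus (-0.14) did not pass in CgA-KO/PS19 with all libraries, but deep-layer cortex did without PS19 replicate 1 (0.44) and hippocampus without PS19 replicate 2 (-0.16) or CgA-KO/PS19 replicate 5 (-0.17). The other lists did not pass in either comparison with all libraries. Their differences in WT and in CgA-KO/PS19 were astrocyte -0.23 and 0.12, blood -0.74 and -0.73, disease-associated microglia -0.13 and 0.071, endothelial -0.23 and -0.042, ependyma 0.13 and -0.23, immediate early genes -0.16 and 0.31, interferon response -0.19 and 0.063, meninges and perivascular fibroblast -0.52 and -0.38, microglia -0.043 and -0.047, oligodendrocyte -0.082 and 0.35, thalamus 0.11 and -0.039, upper-layer cortex -0.20 and -0.17, and -0.11 and 0.19 for the glial and cytokine proteins that the paper measures. In WT, endothelial passed without PS19 replicate 1 (-0.28) and interferon response without WT replicate 3 (-0.24). Of the other differences that did not pass, leaving out 1 library moved some by more than 1.5 times. For lists that passed in neither comparison, the moves largest in absolute size in WT gave 0.071 for thalamus without PS19 replicate 1, -0.073 for microglia without PS19 replicate 3, -0.32 for meninges and perivascular fibroblast without WT replicate 1, -0.050 for disease-associated microglia, 0.26 for ependyma, -0.013 for immediate early genes and 0.030 for oligodendrocyte without WT replicate 4 and -0.12 for upper-layer cortex without WT replicate 5. Those in CgA-KO/PS19 gave 0.0067 for astrocyte and 0.57 for immediate early genes without CgA-KO/PS19 replicate 1, 0.015 for disease-associated microglia and 0.092 for the glial and cytokine proteins without CgA-KO/PS19 replicate 3, 0.016 for endothelial, -0.14 for ependyma, 0.040 for interferon response and 0.054 for microglia without CgA-KO/PS19 replicate 6 and -0.076 for thalamus without PS19 replicate 1. As a ratio, the move the other way was larger for ependyma (0.0014) and microglia (-0.013) in WT. The same held for immediate early genes (0.059) and thalamus (-0.016) in CgA-KO/PS19. In WT, reactive astrocyte moved from -0.14 to as little as -0.057, and interneuron from 0.10 to 0.043.

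The striatum score was 1.49 ± 0.80 in WT (SD, n = 5) and -1.22 ± 0.053 in PS19 (SD, n = 6), and 1.79, -0.15, 1.82, -1.16, -1.16 and -1.26 in CgA-KO/PS19 replicates 1 to 6. Of the list's 20 genes, 14 were above 1 CPM in every PS19 library and none was on another marker list. The most abundant were Adcy5, Penk and Pde10a, at 250.0, 211.8 and 209.9 CPM on average over the 17 libraries. The list's genes ordered the CgA-KO/PS19 libraries with Kendall's W = 0.756, against at most 0.324 in 1000 lists matched on mean expression. Striatal tissue in some CgA-KO/PS19 libraries is a candidate explanation for this. It does not account for all differences from PS19: 1175 of the 1452 higher and 793 lower genes at the Methods threshold in CgA-KO/PS19 stayed past it with the striatum score as a covariate. For the shared genes fewer stayed, 84 of 367 higher and 24 of 204 lower genes. Adra1b kept a log2 fold change of -0.85 there, with an adjusted p from edgeR under 0.05. Adra1d kept -0.98 but lost the call, so that for Adra1d tissue and genotype cannot be told apart at this number of libraries.

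The CgA-KO/PS19 libraries also differed in their immediate early gene scores, which were -1.06, -0.27, -1.04, 1.51, 1.37 and 0.97 in replicates 1 to 6, against -0.70 to 0.24 in PS19. Ddx3y was above 1 CPM in replicates 1 to 3 of each genotype. The paper gives both sexes for each genotype, and the striatum score ranged over 0.125 in PS19 and over 3.08 in CgA-KO/PS19, which argues against a sex difference alike in all genotypes as the source of the spread of the striatum score. An effect of sex in CgA-KO/PS19 alone stays open and was not tested. With the Ddx3y level as a covariate, Adra2a and Pde1b had log2 fold changes of 0.51 and 0.48 in CgA-KO/PS19, and neither was called.

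Most differences between CgA-KO/PS19 and PS19 lay far from the knocked-out gene. Outside the 20 Mb on each side of Chga, 2158 genes had an FDR under 0.05 (9.82%), which argues against a chromosome segment from the knockout's strain as their cause. Within that distance 44 of 361 genes did (12.2%, odds ratio 1.28, two-sided Fisher's exact test, p = 0.131). Gene length and GC content do not account for most calls either. The median fold change of genes alike in both was taken off. In CgA-KO/PS19, 1161 of 1410 higher and 516 of 782 lower genes with both values then stayed past the fold-change threshold, 1677 together. In WT, 995 of 1040 higher and 532 of 638 lower genes stayed, 1527 together. Part of the fold changes in CgA-KO/PS19 did follow GC content (rho = -0.312) and length (rho = -0.138). The median log2 fold change of genes alike in both ranged there from -0.26 to 0.70.

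PS19 replicates 4 to 6 differed by at least 1.75 times the counting noise at 3 counts per fragment. This noise leaves out that of quantification, so that 1 library entered as 3 stays open. The highest SD of the log2 ratio between any 2 of them was 0.0607, against 0.0980 between CgA-KO/PS19 replicates 1 and 3 and at least 0.146 between the other pairs of one genotype. Whether 1 library, 1 RNA sample or 1 piece of tissue lies behind them cannot be told apart from 3 similar mice, since no value measured here separates these.

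In the edgeR test with no covariate, the genes of glial and cytokine proteins that the paper measures by other methods did not reach an FDR under 0.05 against PS19 in WT or CgA-KO/PS19 at the level of RNA. Unadjusted p-values under 0.05 in that test were found for Cd68 in WT and for Cxcl10 in CgA-KO/PS19. The paper stained CD68 and Iba1, the protein of Aif1, in the hippocampus, which was not sequenced here. The cortex RNA values of Cd68 and Aif1 therefore do not test that staining. The paper measured the cytokines as protein in cortical extracts and plasma. With the striatum score as a covariate, chosen after seeing the data, Gfap was called as lower in WT, with a log2 fold change of -1.70 and an adjusted p from edgeR of 0.00304, where the alternatives gave 0.00304 to 0.660. Gfap was 55.1 ± 13.7, 73.5 ± 11.1 and 106 ± 61.0 CPM in WT, PS19 and CgA-KO/PS19 (SD, n = 5, 6 and 6), with log2 fold changes against PS19 of -0.41 and 0.53, Cd68 had 0.28 and 0.028, Aif1 -0.21 and 0.26 and Il1b -0.80 and -0.36. Cxcl10 was near the limit of detection, and Il6, Tnf, Cxcl1, Cxcl2, Ccl2 and Ccl3 had too few counts for the edgeR test with its filter. Il10 had 0 counts in every library.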
